# An Integrated Analysis of miRNAs and Methylated Genes Encoding mRNAs and lncRNAs in Sheep Breeds with Different Fecundity

**DOI:** 10.3389/fphys.2017.01049

**Published:** 2017-12-15

**Authors:** Xiangyang Miao, Qingmiao Luo, Huijing Zhao, Xiaoyu Qin

**Keywords:** sheep, high fecundity, miRNA, methylation, lncRNA

## Abstract

In our previous study, we investigated the regulatory relationship between lncRNAs, miRNA, and mRNAs in an effort to shed light onto the regulatory mechanisms involved in sheep fecundity. As an extension of this study, here, we aimed to identify potential regulators of sheep fecundity using a genome-wide analysis of miRNAs and the methylated genes encoding mRNAs and lncRNAs in the ovaries of Dorset sheep (low fecundity) and Small Tail Han ewes (high fecundity) with the genotype BB (Han BB) and the genotype ++ (Han ++) by performing RNA-Seq and MeDIP-Seq analyses. Methylated coding-non-coding gene co-expression networks for Han and Dorset sheep were constructed using the methylated genes encoding the differentially expressed mRNAs and lncRNAs identified in this study. In the Han BB vs. Dorset comparison, the lncRNAs TTC26 and MYH15 had the largest degree. Similarly, the lncRNA NYAP1 had the largest degree in the Han ++ vs. Dorset comparison. None of the methylated genes encoding lncRNAs were co-expressed with the methylated genes encoding mRNAs in the Han BB vs. Han ++ comparison. The methylated genes encoding lncRNAs identified here may play a vital regulatory role in sheep breeding. Our results suggest that miRNAs might play a key role in sheep prolificacy by regulating target genes related to thyroid hormone synthesis, and methylated genes encoding lncRNAs associated with tight junctions might contribute to the high breeding rate in Han sheep. These findings may contribute to a deeper understanding of sheep prolificacy.

## Introduction

Sheep (Ovis aries) constitute a vastly diverse species that are reared for their meat, milk, fiber, and skin. One of the main goals in sheep breeding across the world is high prolificacy. However, most sheep species generate only one lamb, and just a few produce twin lambs, and as a result, the breeding production is greatly affected. Considering the low heritability of the sheep lambing number, it is difficult to change this feature through traditional selection. Accordingly, an increasing number of scientists are paying much more attention to the candidate genes and non-coding RNAs (ncRNAs) associated with fecundity (Miao and Luo, 2013; Mallory and Shkumatava, 2015; Miao et al., 2016a,c). High prolificacy is a complex trait that is affected by multiple factors, including age, season, genes (the most important factor) and nutrition (Michels et al., 2000; Rekiel et al., 2014). Therefore, it is difficult to identify the candidate genes or ncRNAs with a single molecular technique.

An excellent local breed in the Shandong province in north China is the Small Tail Han sheep (Han sheep), and in the United States, Dorset sheep are the most prevalent white-faced breed (Miao et al., 2015a,b, 2016b). Several fecundity genes in sheep have been identified to explain the underlying genetic mechanism, including growth and differentiation factor-9 (GDF9), bone morphogenetic protein-15 (BMP15) and BMP receptor-1B (BMPR1B) (Cemal et al., 1996; Fabre et al., 2006). Although existing genetic studies have already identified numerous sheep fecundity genes, the underlying genetic mechanism(s) remain largely undefined. A type of small non-coding RNA, known as microRNA (miRNA), plays a vital role in both plants and animals by regulating protein-coding genes (Miao et al., 2015a,b, 2016c,e; Guo et al., 2017; Miao, 2017). In addition, long non-coding RNAs (lncRNAs) have recently been characterized in animals because they regulate the expression of neighboring coding genes, which may be important for development (Lee, 2012). In addition to non-coding RNAs (miRNAs and lncRNAs), DNA methylation is related to epigenetic mechanisms. Importantly, epigenetic modifications, which are inherited alterations in gene expression that do not alter the DNA sequence, are being actively investigated in the field of sheep fecundity research (Goddard and Whitelaw, 2014; Gonzalez-Recio et al., 2015). However, there are few reports about the methylation of the genes encoding proteins or lncRNAs.

To investigate the potential role of miRNAs and the methylated genes that potentially encode lncRNAs in regulating sheep fecundity, we performed RNA-Seq analysis to identify genome-wide miRNAs and lncRNAs in two distinct breeds of sheep, Han (both the BB and ++ genotypes) and Dorset. An excellent local breed in the Shandong province in north China that is a rich source of meat is the Small Tail Han sheep (Han sheep). Dorset sheep, which originated in England and are the most prevalent white-faced breed in the United States, have a medium body size with robust muscle conformation (Miao et al., 2015a, 2016b). Even though Dorset sheep grows faster than Han sheep, Dorset sheep has a comparatively lower prolificacy (1.45 in Dorset vs. 2.61 in Han sheep) (Tu et al., 1989; Freking et al., 2000). These two breeds also differ in their fat deposition patterns (Miao et al., 2015c,d). Within the Han breed, Han BB genotype produce 1.4 more lambs more than the Han ++ sheep (Miao et al., 2015b, 2016b). We further constructed co-expression networks using the mRNA-miRNA and mRNA-lncRNA pairs that were associated with sheep breeding to examine the patterns of interaction among the genes with their associated co-expressed miRNAs and lncRNAs. Unlike previous studies, which focused only on the genes associated with sheep fecundity, we further identified methylated genes that encode mRNAs and lncRNAs that correspond to sheep proliferation, as well as the associations between mRNAs and lncRNAs in the three sheep groups. We rationalized that investigations of the patterns of genomic diversity in breeds with different prolificacy will provide genomic indicators associated with fecundity that can be confirmed in additional functional studies. Comparison of two different breeds is expected to reveal widespread genome wide changes. However, our design of including both BB and ++ genotype of Han and the Dorset allowed comparison both within the same breed and between different breeds with different prolificacy.

## Materials and methods

### Ethics statement

All of the animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the Institute of Animal Sciences, Chinese Academy of Agricultural Sciences, which is where the experiments were conducted. All methods were carried out in accordance with the relevant guidelines and regulations set by the Ministry of Agriculture of the People's Republic of China.

### Samples

Small Tail Han sheep (Han) and Dorset sheep (Dorset) were bred by the Ao-Te sheep breeding farm in Qingdao (Shandong, China). Blood samples were obtained from the Han ewes to identify the FecB mutation in the BMPR1B gene. Among these ewes, the high-fecundity Han sheep were the adult Han ewes with the genotype BB (HanBB) and the genotype ++ (Han ++), and they were regarded as the two groups. In addition, the adult Dorset ewes were sacrificed to obtain the ovary samples and were considered the low-fecundity group and served as controls. All of the animals were raised under similar conditions and had free access to water and food in natural lighting. Three animals from each group (Dorset, HanBB, and Han++) were used for the experiments described below.

All of the experimental ewes were administered with intravaginal sponges (40 mg, Chronogest, Intervet, Federal District, Mexico) that were impregnated with fluorogesterone acetate. Ten days later the sponges were removed, and then, the estrus synchronization, the ewes received an i.m. injection of pregnant mare serum gonadotropin (Ningbo HormoneCo., Ningbo, China) at a dose of 400 IU (Quintero-Elisea et al., 2011). Estrus was confirmed, and all of the sheep that reached spontaneous estrus after an estrous cycle were sacrificed between 24 and 36 h after the spontaneous estrus was detected. The animals were all between 2.5- and 3-year-old when they were euthanized for ovary harvesting. Whole ovaries were removed, and in order to obtain better ovulation points on the surface of the ovaries, samples were collected. All of the samples (3 animals per group) were immediately snap-frozen in liquid nitrogen and were stored at −80°C until the RNA isolation.

### RNA isolation and sequencing

The total RNA from the ovaries was isolated using the TRIzol reagent (Invitrogen Carlsbad, CA), and the RNA integrity number (RIN) for all of the samples was >8. An additional RNase-free DNase I (Ambion, Inc., Austin, TX, USA) digestion step was conducted to ensure that the samples were not contaminated with genomic DNA. After isolating the total RNA from the samples (3 Dorset, 3 Han BB and 3 Han ++), we constructed whole transcriptome libraries using TruSeq Stranded Total RNA with Ribo-Zero Globin (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. The quality control and quantification of the libraries were performed using the BioAnalyzer 2100 system and qPCR (Kapa Biosystems, Woburn, MA, USA), respectively. Initially, the resulting libraries were sequenced on a HiSeq 2000 instrument, which produced 100 nucleotide paired-end reads. Additionally, small RNAs, between 18 and 30 nt long, were purified from the total RNA from each sheep group. Then, we constructed small RNA libraries that represented each species using the Illumina® TruSeq™ Small RNA Sample Preparation protocol. Briefly, the total RNA was ligated with an RNA 3′ adaptor and 5′ adaptor. Next, the RNA was reverse transcribed with SuperScriptII Reverse Transcriptase (Invitrogen). To obtain the miRNA library, the cDNA was amplified by PCR and was then purified. The Qubit™ dsDNA HS kit and a Qubit® 2.0 Fluorometer was used to assess the quality of the library. The size and purity of the library were assessed using High Sensitivity DNA Chips and the Agilent 2100 system. Clusters were generated using the cBot of Illumina Genome Analyzer IIx according to the manufacturer's instructions. Finally, the RNA libraries were sequenced using the single-read multiplex program in the Shanghai Biotechnology Corporation. The data collection software from Illumina was used to control the sequencing process.

### Transcriptome assembly and data analysis

Using the TopHat default settings, the RNA-Seq reads from each sample were aligned to the oar 3.1 sheep reference genome (Trapnell et al., 2009). The transcript annotation of the sheep genome sequence (Release number: Oar3.1) was downloaded (ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries/).

The gene expression analysis only included the uniquely mapped reads. Based on the previously described rigorous significance test for digital gene expression, the significantly differentially expressed genes (DEGs) were identified using the DESeq package (Anders, 2010). The error rate adjustment in the multiple significance tests was assessed using the false discovery rate (FDR) (Benjamini and Hochberg, 1995). If the fold change was >1.5 or <0.667 and the FDR was <0.05, then the genes and the lncRNAs were considered to be differentially expressed.

### DNA preparation and MeDIP-Seq

Genomic DNA was isolated from each group (3 Han BB, 3 Han ++ and 3 Dorset ovaries) by a phenol-chloroform extraction method. Briefly, the DNA was sheared by sonication on ice to generate random fragments ranging from 100 to 500 bp. The sonicated DNA (5 μl) was used for the immunoprecipitation (IP). Next, the recovered DNA was 5′ and 3′ end blunted, phosphorylated and was repaired by T4 polynucleotide kinase and T4 DNA polymerase (NEB, USA). Then, the DNA was ligated to an Illumina sequencing primer after the addition of an ATP in the 3′ end. Our MeDIP method was the same as the one described by Zhang et al. (2006). After MeDIP, the DNA was PCR amplified with sequencing primers provided by Illumina, and the PCR products were recovered and used for sequencing.

### MeDIP-Seq sequence alignments and data analysis

We downloaded the sheep reference sequence and mapping information from the University of California Santa Cruz Genome Bioinformatics Site (http://genome.ucsc.edu). The sequencing reads and the resulting files were aligned to the sheep reference genome. Model-based analysis for ChIP-Seq (MACS) was applied for peak detection and analysis of the IP sequencing data.

### Functional annotation of the methylated DEGs

The identified methylated DEGs were analyzed with GO (Ashburner et al., 2000), which is an international standardized gene functional classification system. The DEGs were annotated by three structured controlled ontologies, including biological process (BP), molecular function (MF), and cellular component (CC), which were used to maintain a consistent description of the gene products. In addition, the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to determine the association of the genes with different pathways (Kanehisa and Goto, 2000). To select the significant GO terms and pathways, a Fisher's exact test followed by the Benjamini-Hochberg (BH) multiple testing correction was performed to calculate the threshold of significance. The GO terms and pathways with a *p* < 0.05 were considered significant.

### Identification of miRNAs regulating sheep fecundity

The small RNA reads acquired by the Illumina Hiseq 2000 were subjected to several filtering processes, including low quality read filtering and removing the adaptor sequences. Finally, only short trimmed reads sized from 18 to 30 nt were retained. To annotate and classify the small RNAs into different categories and to identify novel miRNAs, the small RNA reads were compared with the known non-coding RNAs deposited in the Rfam database. The rest were subjected to RNAfold, which identifies miRNA candidates according to the hairpin secondary structure (Hofacker et al., 1994). The identified miRNAs were regarded as novel candidate miRNAs if they were absent in the miRBase database (Griffiths-Jones et al., 2006). To study the regulatory relationship between the mRNA and the miRNA, an mRNA-miRNA regulatory network was constructed and was displayed using Cytoscape software (Smoot et al., 2011).

### Construction of the co-expression network

To generate the co-expression network, methylated genes that encoded the DEGs and the differentially expressed lncRNAs were selected. Meanwhile, the differentially expressed lncRNAs with length of 200–800 bp were used to construct a network. The Pearson correlation was calculated for each pair of genes that were analyzed, and the pairs (only lncRNA-mRNA) with significant correlations were selected to construct the network. Only the strongest correlations (0.99 or greater) were included in the network to generate a visual representation. Cytoscape software was applied to draw the co-expression networks (Smoot et al., 2011). Finally, the degree of nodes in each network was calculated.

Meanwhile, a weighted gene co-expression network was constructed to identify the interactions among the methylated genes that encoded the DEGs and the differentially expressed lncRNAs by applying the WGCNA approach (Zhang and Horvath, 2005; Wang et al., 2013). The weighted Pearson correlation matrices, corresponding to the gene or lncRNA expression, were first calculated to generate the co-expression network, which was followed by the standard procedure of the WGCNA (Wang et al., 2009). Briefly, the weighted correlation matrices were transformed into connection strength matrices. Then, the connection strengths were used to calculate the topological overlap, which is a powerful and biologically meaningful measurement of the strength of the relationship of the co-expression of two genes with other genes in the network (Yip and Horvath, 2007). The genes that had highly similar co-expression relationships were grouped using hierarchical clustering based on the topological overlap. The Dynamic Hybrid Tree Cut algorithm was used to generate the hierarchal clustering tree, and the modules were defined as branches from the tree cutting (Langfelder et al., 2008). The minimum spanning tree with a dissimilarity matrix from the WGCNA was used to generate the network for each module. The modules were initially denoted by colors, and the gray color denoted the background genes outside of the modules. The highly correlated genes in each module were summarized by the first principal component, which was referred to as the module eigengene. Modules with a *p* < 0.1 were merged for further analyses. To identify the genes in the significant modules associated with proliferation, we calculated the intramodular connectivity (k) by summing the connection strengths with other module genes and dividing the number by the maximum intramodular connectivity. The genes with the highest intramodular connectivity were referred to as hub genes.

### Quantitative PCR (qPCR)

To validate the identified differentially expressed transcripts, miRNAs and lncRNAs in the three groups, we performed real-time PCR using SYBR Green I Master Mix in a Roche LightCycler 480 II Real Time PCR system. 5S rRNA (for miRNA) and 18S rRNA (for mRNA and lncRNA) were used as internal controls in these experiments. The PCR was performed using the following program: 95°C for 10 min; 40 cycles of 95°C for 15 s with a melting temperature for 30 s; and 72°C for 45 s; and 72°C for 5 min.

### Statistical analyses

The DEG data and the bioinformatics analyses are described above. The data from the qPCR are presented as the mean ± SD. Comparisons between the groups (the Han group vs. the Dorset group) from the qPCR were made using a Student's *t*-test, and *p* < 0.05 was considered statistically significant.

## Results

### Genome-wide profiling to identify the differentially expressed genes (DEGs) and lncRNAs

The mRNA libraries that were derived from the Han BB, Han ++ and Dorset sheep ovaries were sequenced and analyzed. 

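Ovary RNA from 9 ewes was sequenced, with 1 library per ewe. The ewes were 3 Dorset sheep (animals D4, D5 and D6), 3 Small Tail Han sheep with genotype BB at the FecB mutation of the BMPR1B gene (W1, W2 and W4) and 3 Small Tail Han sheep with genotype ++ (W6, W7 and W8). The methods name a stranded total RNA kit with ribosomal RNA removal, while the deposited sample labels name another Illumina RNA kit, so the library chemistry is given in 2 ways. The authors aligned the reads to the Oar3.1 genome with TopHat, kept the uniquely mapped reads and deposited the number of reads counted on each gene in each library, without normalization. The counting program and its use of the strand are not given in the sources used here, so the counts of genes that overlap on opposite strands, and of genes with near-identical copies, are uncertain. The count table has 27174 rows, of which 24744 had at least 1 read and 1585 are transfer RNA genes. Between 14545296 and 20438713 reads were counted on genes in the Han BB libraries (median 15848460), between 10803913 and 20992535 in the Han ++ libraries (median 19965237), and between 11716565 and 20748930 in the Dorset libraries (median 17990657). The counts were normalized with edgeR's TMM factors, the 16871 genes that passed edgeR's expression filter were kept, and all 9 libraries were fitted in 1 quasi-likelihood model with the 3 groups. A gene was called differentially expressed at the paper's thresholds, a fold change above 1.5 or below 0.667 and a Benjamini-Hochberg adjusted p under 0.05. The paper used DESeq, and DESeq2 and limma voom with quality weights are given beside edgeR. The common biological coefficient of variation between animals was 0.472. Any pair of libraries differed by more than the sampling noise of the counts. The rank correlation of log2 CPM (counts scaled to the library total with TMM factors) between libraries was lowest at 0.870 and highest at 0.980. The Han BB library W4 and the Dorset library D6 had a rank correlation of 0.978 with each other, while neither exceeded 0.949 with a library of its own group. The first principal component carried 41.3% of the variance and placed W4 at -107 and D6 at -103. The next lowest library on it was W7, at -32.4, and the others spread up to D4, at 118. This split does not follow breed or genotype, and results with a term for it, or without these 2 libraries, were computed after the data had been seen.

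**Figure D1:**
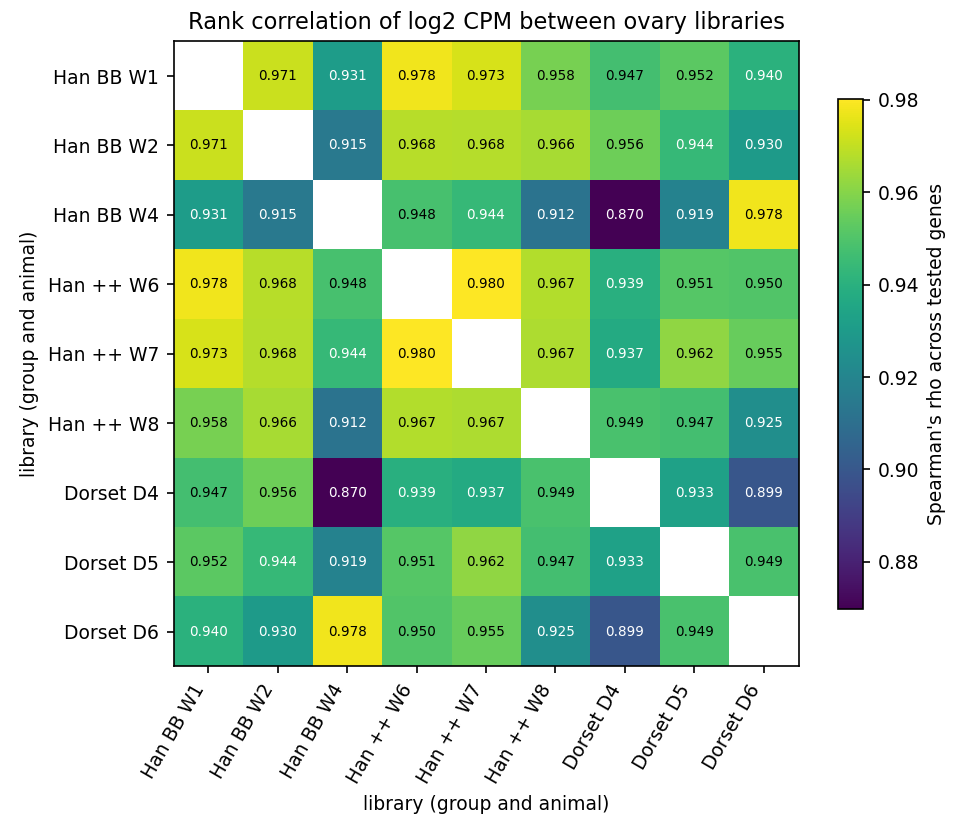
Spearman's rank correlation of log2 CPM across the 16871 tested genes for each pair of the 9 ovary libraries, named by group and animal on both axes, with the color scale giving rho. W4 and D6 are joined by a rho of 0.978, and the lowest value, 0.870, is between W4 and D4.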

Functional genetic differences among the three groups of sheep were assessed by identifying the DEGs in the Han ++ vs. Dorset, the Han BB vs. Dorset and the Han BB vs. Han ++ pairwise groups (Tables S1–S3). Compared with the Dorset group, 2,511 genes were differentially expressed in the Han BB group (Table S1), and 1,280 genes were differentially expressed in the Han ++ group (Table S2). 

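In the comparison of Han BB with Dorset, edgeR's quasi-likelihood test called 0 of 16871 genes, and 842 genes had an unadjusted p under 0.05. DESeq2 called 38 genes, 23 higher and 15 lower in Han BB, and limma voom with quality weights called 0. In the comparison of Han ++ with Dorset, edgeR called 1 gene, and 889 genes had an unadjusted p under 0.05. DESeq2 called 65 genes, 48 higher and 17 lower in Han ++, and limma called 0. All 9 libraries were also simulated 20 times without any change between the groups, with each gene drawn independently. In these 2 comparisons DESeq2 then called 11.3 and 10.7 genes on average, and at most 22 and 20, and edgeR called 0. The simulation lacks variation shared between genes and the split of W4 and D6, so numbers above it do not exclude chance. The gene called by edgeR was ROPN1L (rhophilin associated tail protein 1 like), which the paper's Table S2 places on chromosome 16 from 62619238 to 62638740. ROPN1L is marked there as down, with 145 fragments in Dorset and 15 in Han ++, opposite to the counts. Its normalized count was 3.35 ± 0.710 CPM in Dorset, 9.74 ± 1.21 CPM in Han BB and 22.0 ± 3.29 CPM in Han ++ (SD, n = 3 animals per group). The log2 fold change of Han ++ over Dorset was 2.71 (standard error 0.31, adjusted p = 0.0446 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 Han ++ values did not overlap the 3 Dorset values, which 10% of genes show by chance. With each library left out in turn, ROPN1L passed the threshold only without the Han BB library W4, with an adjusted p of 0.0127 in edgeR, and the adjusted p went up to 0.468 without D5. Without W4, edgeR called 5 genes in Han ++ against Dorset and 1 gene, LOC101107996, in Han BB against Dorset, whose values were seen before it was named. edgeR called 0 genes in both comparisons, and 348 genes had an unadjusted p under 0.05 in the same direction in both. Because the comparisons share the Dorset libraries, the simulated unchanged groups gave 171 such genes on average and at most 196. DESeq2 called 16 genes in both comparisons, where the simulation gave 1.2 on average and at most 3, and limma called 0. The paper takes the genes of Tables S1 and S2 as the expression differences between each Han group and the low-fecundity Dorset group, and carries them into the comparison with DNA methylation.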

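In the comparison of Han BB with Han ++, which carry different FecB genotypes within 1 breed, edgeR's quasi-likelihood test called 0 of 16871 genes, and 332 genes had an unadjusted p under 0.05. DESeq2 called 2 genes and limma voom with quality weights called 2. LOC101123097, lower in Han BB, was called by both. DESeq2 also called LOC101116132, higher in Han BB, and limma called LOC101107743, a noncoding gene higher in Han BB. These genes were named after their values were seen. The edgeR count stayed at 0 with each of the 9 libraries left out in turn. BMPR1B, the gene that carries the FecB mutation, had between 0 and 8 reads per library, too few to be tested.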

Compared with the Han ++ group, 2,241 genes were differentially expressed in the Han BB group (Table S3). To identify candidate lncRNAs that might be related to the proliferation of sheep, we focused on the differentially expressed lncRNAs in the three comparison groups. Compared with the Dorset group, there were 138 lncRNAs that were differentially expressed in both the Han BB and ++ groups. 

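The gene type column of the deposited table reads mRNA for every row, so noncoding genes were taken from the reference annotation (ARS-UI_Ramb_v3.0, matched by gene name or number for 80.6% of the tested genes) and, for unmatched genes, from the gene type in Tables S1 to S3. Of Table S1, 1575 of the 2509 rows in the file were held here, of Table S2 1278 of 1278 and of Table S3 1703 of 2239, so noncoding genes in the other rows may be missing from the set. This gave 84 tested noncoding genes, 16 from the reference and 68 from the paper's tables. Between Han BB and Dorset, edgeR's quasi-likelihood test called 0 of them, with 5 at an unadjusted p under 0.05, and DESeq2 and limma voom with quality weights also called 0. Between Han ++ and Dorset, edgeR called 0, with 7 at an unadjusted p under 0.05, and DESeq2 and limma called 0. Among the 446 tested loci that were assembled from the reads and carry no gene name, edgeR called 0 in both comparisons, with 26 and 24 at an unadjusted p under 0.05, and limma called 0. DESeq2 called 0 of the 351 and 385 such loci that it tested. Counting these loci as noncoding was chosen after the data had been seen.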

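Of the 84 tested noncoding genes, edgeR's quasi-likelihood test called 0 between Han BB and Han ++, with 1 at an unadjusted p under 0.05, and DESeq2 called 0. limma voom with quality weights called 1, LOC101107743, with a log2 fold change of 6.77. Of the 446 assembled loci, edgeR called 0, with 12 at an unadjusted p under 0.05, and limma called 0. DESeq2 called 0 of the 725 assembled loci that it tested.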

There were 106 lncRNAs that were differentially expressed in the Han BB group compared with the Han ++ group.

### Global mapping of the DNA methylation in the three sheep groups

Next, we performed methylated DNA immunoprecipitation sequencing (MeDIP-Seq) with an Illumina Hiseq 2000 to reveal the genome-wide DNA methylome of the sheep. The MeDIP-Seq reads were aligned to a reference sequence, and for scanning the methylation peaks, we only used the unique mapped reads. A range of 112,892,114 to 114,963,972 raw reads was generated for the three sheep groups. More than 93% of the reads were mapped, and about 55% of the reads in each group were uniquely mapped to the sheep genome for each sample (Table 1).

**Table 1:** MeDIP-Seq Illumina data.

**Sample**	**Total reads**	**Mapped reads**	**Mapping rate (%)**	**Unique mapped reads**	**Unique mapping rate (%)**
Dorset	112,892,114	105,786,974	93.71	62,291,248	55.18
Han BB	114,963,972	107,924,232	93.88	64,171,269	55.82
Han ++	113,264,664	106,503,861	94.03	63,333,133	55.92

In addition, the distribution of the DNA methylation in the regions 2 kb upstream 2 kb downstream of the transcription termination sites, in the CpG island and in the intragenic region were analyzed. In general, higher levels of DNA methylation were revealed in the CpG islands and the gene body regions compared to the upstream and downstream regions. In sheep, the DNA methylation level increased sharply in the CpG islands and the intragenic region (Figure S1). To assess the effect of methylation on transcriptional activity and its relation to sheep reproduction, we analyzed the differentially methylated genes based on the peak coverage within the different elements in the three comparison groups (Figure S2). We found that the number of differentially methylated genes in the three comparison groups was similar.

### Integrated analysis of the MeDIP and gene expression data

To identify whether there was a relationship between the methylated genes encoding the DEGs and the differentially expressed lncRNAs, the expression data were compared with the MeDIP data. Compared with the Dorset group, among the DEGs and the differentially expressed lncRNAs, 73 were methylated in the Han BB group, and 129 were methylated in the Han ++ group. When compared with Han ++, there were only 7 methylated genes in the Han BB group.

### GO and KEGG pathway enrichment analyses of the methylated DEGs

To highlight important biological processes related to the methylated DEGs among the three groups of sheep, we performed a GO enrichment analysis. The methylated DEGs in the Han BB group compared with Dorset were mainly associated with rhythmic process, lipopolysaccharide metabolic process and metal ion homeostasis (Figure 1A). A comparison of Han ++ group to the Dorset group revealed highly enriched GO terms that were related to development, cell differentiation and signal transduction (Figure 1B). A comparison between the Han BB and Han ++ groups revealed categories associated with biosynthetic process and immune response (Figure 1C). The GO terms for CC and MF were compared among the 3 sheep groups, and the results were similar (Figure 1).

**Figure 1:**
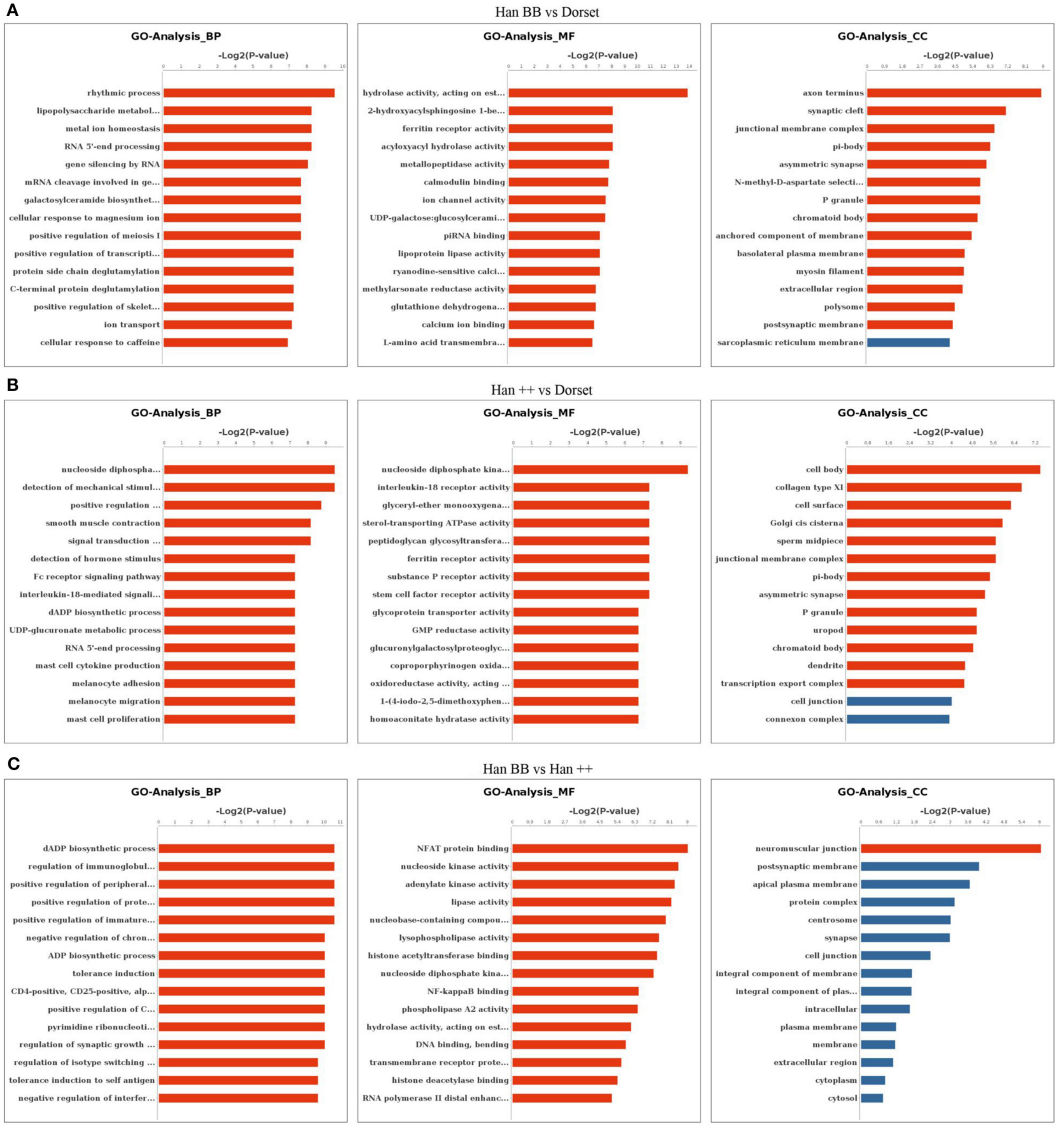
Gene Ontology analysis of the methylated differentially expressed genes in the different sheep groups. **(A)** Han BB vs. Dorset; **(B)** Han ++ vs. Dorset; **(C)** Han BB vs. Han ++. Han BB, Small Tail Han ewes with the genotype BB (HanBB) and genotype ++ (Han ++); Dorset, Dorset sheep. BP, Biological process; CC, cell component; MF, molecular function.

To further explore the pathways enriched by the methylated DEGs, we carried out a KEGG enrichment analysis. 

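KEGG gene sets were not used here, so the enrichment of Table S4 was not recomputed. Ribosome, its leading pathway among up-regulated genes, and the complex I part of oxidative phosphorylation were examined through gene lists written in advance, with the paper's pathway tables already seen. The lists were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 10 lists and 4 contrasts. In Han BB against Dorset, 58 of 61 ribosomal protein genes were higher, with a median log2 fold change of 0.30 (adjusted p = 2.38e-05 from camera). Without the Dorset library D6 the adjusted p was 0.0544, the highest with 1 library left out, and the lowest was 5.44e-17. The 35 complex I genes had a median log2 fold change of 0.15, with 28 of them higher (adjusted p = 0.032 from camera). Without W1, W2, D5 or D6 this adjusted p was 0.428, 0.758, 0.323 or 0.788, and the lowest with 1 library left out was 4.3e-07. Of all 40 list results, 25 had an adjusted p under 0.05 from camera and 0 had one from limma's fry or from camera with an estimated correlation, where the lowest values were 0.219 and 0.231.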

A comparison of the genes in the Han BB group with those in the Dorset group, showed pathways that were significantly enriched in secretion, metabolism and protein functions (Table S4). When the Han ++ groups were compared to the Dorset group, the DEGs were mainly related to endocytosis, metabolism and secretion (Table S5). 

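Between Han ++ and Dorset, 30 of the 61 ribosomal protein genes were higher and the median log2 fold change was -0.0011, while camera gave the list a direction of up (adjusted p = 0.248). Without the Dorset library D4 the adjusted p from camera was 1.68e-06, and with each other library left out it was at most 0.807. Of the 35 complex I genes 20 were higher, with a median log2 fold change of 0.08 (adjusted p = 0.107). Without D4 or W4 this adjusted p was 0.00016 or 0.0408, and it was at most 0.982 with another library left out. Neither list passed under fry or an estimated correlation.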

A comparison of the Han BB group with the Han ++ group revealed that the genes were associated with metabolism (Table S6).

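In Han BB against Han ++, 54 of the 61 ribosomal protein genes were higher, with a median log2 fold change of 0.26 (adjusted p = 0.000435 from camera, which neither fry nor an estimated correlation kept under 0.05). Without the Han BB library W1 or W2 the adjusted p was 0.473 or 0.0573, and the lowest with 1 library left out was 4.72e-14. The median of the 35 complex I genes was 0.08 on the log2 scale, with 21 of them higher (adjusted p = 0.616 from camera). Without the Han BB library W4 this adjusted p was 3.01e-05, against at most 0.752 with another library left out, and it was 3.55e-05 with a term for the split of W4 and D6, which was added after the data had been seen.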

### Identification of the differentially expressed miRNAs

To investigate whether miRNAs play a key role in sheep fecundity, the small RNAs were extracted from the three sheep groups and were sequenced using the Illumina platform. A systematic analysis enabled the identification of 132, 98, and 100 differentially expressed and previously unreported miRNAs in the Han BB vs. Dorset, the Han ++ vs. Dorset and the Han BB vs. Han ++ comparison groups, respectively. In addition to identifying novel miRNA, we also identified previously reported miRNAs. A total of 10, 6, and 16 known miRNAs were considered to be differentially expressed in the Han BB vs. Dorset, the Han BB vs. Han ++, and the Han ++ vs. Dorset comparison groups, respectively. Next, the Miranda program was used to predict the putative targets of the differentially expressed miRNAs. To study whether the miRNAs play a regulatory role in sheep fecundity, a miRNA-mRNA regulatory network was constructed (Figure 2).

**Figure 2:**
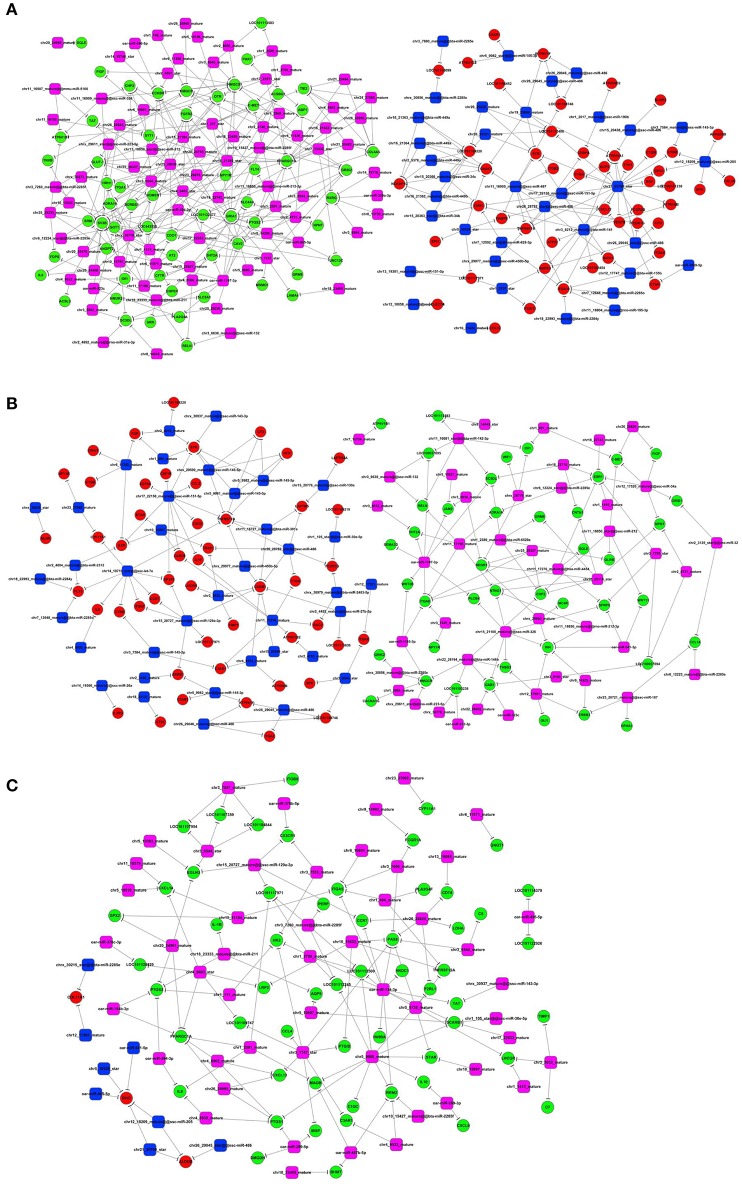
Integrative analysis of the differentially expressed genes and the miRNAs. **(A–C)** Construction of miRNA-mRNA regulatory networks for the different groups. Green indicates the down-regulated mRNA, and red indicates the up-regulated mRNA. Blue indicates the down-regulated miRNA, and purple indicates the up-regulated miRNA.

### Gene co-expression network analysis

Methylated coding-non-coding gene co-expression networks for the Han sheep and the control were constructed with all of the genes encoding the methylated DEGs and the differentially expressed lncRNAs identified in this study. The methlyated lncRNA-mRNA pairs with Pearson correlation coefficients that were equal to or >0.99 were selected to construct the co-expression network (Figure 3). 

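The networks were rebuilt from the lists of Tables S7 and S8 on log2 CPM (TMM, prior count 0.5), with Pearson's r taken over the 3 animals of a group, as 3 values per gene. These tables hold 63 and 114 genes, fewer than the methylated genes that the paper's text gives for the same comparisons. Pair counts and degrees depend on the size of the list. With 3 values, r reaches 0.99 for 4.51% of pairs of independent normal variables. Of the 236 pairs between the 4 lncRNAs and 59 mRNAs of Table S7, 8 (3.39%) had r of at least 0.99 in Han BB and 13 (5.51%) in Dorset. Of the 630 pairs between the 6 lncRNAs and 105 mRNAs of Table S8 that were tested, 38 (6.03%) did in Han ++ and 23 (3.65%) in Dorset. When the mRNAs were replaced by genes of like expression 1000 times, the share had a median of 2.54% in Han BB (95% range 0.847 to 4.66%) and 4.13% in Han ++ (95% range 2.70 to 5.40%). When both partners were replaced, the 95% range was 2.12 to 10.2% in Han BB and 3.02 to 6.67% in Han ++. Among 20000 random pairs of tested genes, 6.04% reached 0.99 in Han BB, 4.99% in Han ++ and 5.13% in Dorset. With the sign ignored, the number of pairs rose from 8 to 15 and from 13 to 20 for Table S7, and from 38 to 63 and from 23 to 53 for Table S8. The genes of both tables moved in the counts in the direction the tables give. This held for 63 of 63 tested genes of Table S7, of which 53 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test and 0 were called, and for 111 of 111 of Table S8, with 101 and 0. DESeq2 called 8 and 15 of them, and limma voom with quality weights called 0 of either. The paper reads pairs at this threshold as co-expressed lncRNAs and mRNAs.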

The number of nodes was similar in each comparison, but there was different in degree of nodes (Tables S7–S9). In the Han BB vs. Dorset comparison, the lncRNAs tetratricopeptide repeat domain 26 (TTC26) and myosin heavy chain 15 (MYH15) had the largest degree, but the degree of these lncRNAs was different between the Han BB and Dorset groups. Similarly, the lncRNA neuronal tyrosine-phosphorylated phosphoinositide-3-kinase adaptor 1 (NYAP1) had the largest degree in the Han ++ vs. Dorset comparison. However, none of the methylated lncRNAs were co-expressed with either an mRNA or a methylated mRNA in the Han BB vs. Han ++ comparison. These methylated lncRNAs may play a vital regulatory role in sheep breeding.

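TTC26 and MYH15 are listed in the count table by these symbols only. The reference names MYH15 as a protein-coding gene and TTC26 was not matched, so the values are those of the whole gene row and do not separate a noncoding transcript. In Han BB, 0 of the 59 mRNAs reached r of 0.99 with TTC26 and 4 did with MYH15. In Dorset, 2 did with TTC26 and 3 with MYH15. With DESeq2's size factors, or with the sign of r ignored, TTC26 had 3 partners in Han BB. The count of TTC26 was 8.92 ± 0.462 CPM in Han BB and 4.96 ± 0.674 CPM in Dorset (SD, n = 3 animals per group).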

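NYAP1 is listed as a protein-coding gene by the reference, and Table S1 places it on chromosome 24 from 35900853 to 35960797. That table marks it as up, with 124 fragments in Dorset and 360 in Han BB, while its log2 fold change in the counts was -1.43. NYAP1 had 3 partners with r of at least 0.99 among the 105 mRNAs in Han ++ and 3 in Dorset. With the sign of r ignored it had 7 in Han ++, with CPM taken without the log 5, and with a prior count of 2 it had 4. In Han ++ the row with the most partners was TTC26, with 9, followed by PIP5K1B and KIAA0825 with 7 each.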

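Table S9 lists 9 genes, more than the methylated genes that the paper's text gives for this comparison. Of these, 0 have the type lncRNA, so no lncRNA and mRNA pair could be formed. In the counts, 8 of the 9 genes were tested and moved between Han BB and Han ++ in the direction the table gives. Of these 8, edgeR's quasi-likelihood test called 0, with 6 at an unadjusted p under 0.05, and DESeq2 and limma voom with quality weights also called 0.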

**Figure 3:**
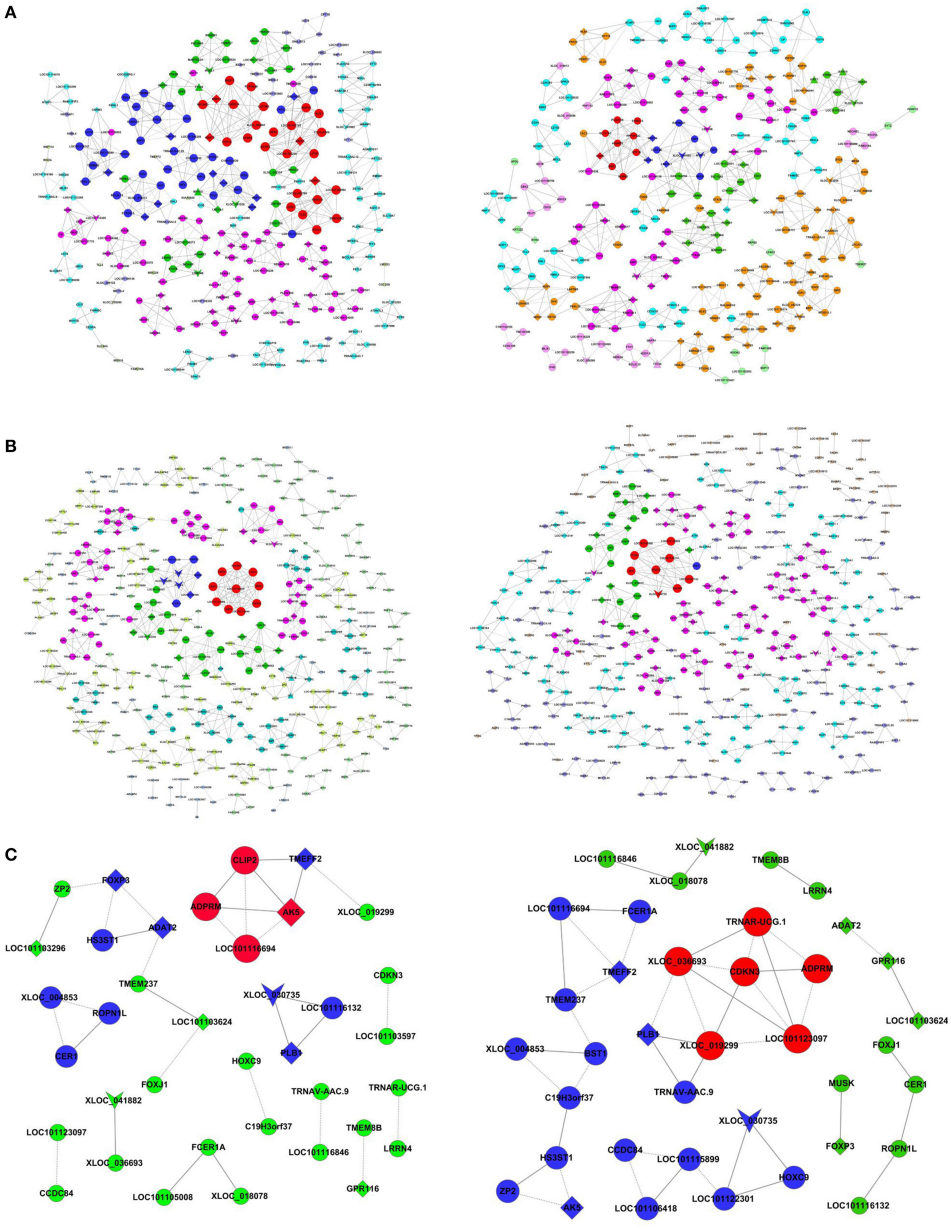
Co-expression networks of the fecundity-associated genes and the co-regulated lncRNAs. **(A–C)** illustrates the networks derived from the samples (left) and the control group (right). **(A)** Han BB vs. Dorset; **(B)** Han ++ vs. Dorset; **(C)** Han BB vs. Han ++. Han BB, Small Tail Han ewes with the genotype BB (HanBB) and genotype ++ (Han ++); Dorset, Dorset sheep. The inverted triangle denotes the lncRNA, and the triangle denotes the methylated genes encoding the lncRNA. The circle denotes the mRNA, and the diamond denotes the methylated genes encoding the mRNA. The nodes with the same color represent the genes with a similar co-expressing ability. The node size represents the node degree.

To further understand the co-expression relationships between the genes that were significantly correlated to sheep breeding at a systems level, we applied the weighted gene co-expression network analysis (WGCNA), which analyzed the RNA-Seq datasets using a gene co-expression network analysis approach that is an unsupervised and unbiased analysis. The WGCNA identified distinct co-expression modules with respect to clusters of the correlated genes or lncRNAs (Figure 4A). Notably, 8 out of the 13 co-expression modules were significant, and these modules consist of genes that correspond to sheep breeding (Figure 4B). These modules were labeled by color. For example, the black and yellow modules correlated with a high significance with the Dorset samples, but the purple module was strongly correlated with Han sheep sample. Additionally, to determine the GO terms that were enriched in the genes of all of the modules, DAVID was applied. 

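The modules were not rebuilt, since WGCNA and the list of genes in each module were not used here. The hub genes that Table 3 names for the black and yellow modules were examined in the counts. AARD had 0 to 4 reads in each Han library and 3 to 17 in each Dorset library, and was too low to be tested. The noncoding hub LOC101115876, with 0 to 2 and 0 to 12 reads, was also too low. ABCC1 had 32.1 ± 5.49 CPM in Dorset, 25.9 ± 2.80 CPM in Han BB and 36.2 ± 6.06 CPM in Han ++ (SD, n = 3 animals per group), so the Dorset mean lay between those of the Han groups, at differences of the size of the spread. LOC101102899 had 0 to 31 reads in the Han BB libraries, 10 to 17 in the Han ++ libraries, and 0 in D4, 0 in D5 and 9 in D6. Its log2 fold change was 2.48 in Han BB (adjusted p = 0.996) and 2.22 in Han ++ (adjusted p = 1.00) over Dorset in edgeR.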

Table 2 shows the top 3 GO biological processes of the modules that are associated with sheep breeding. 

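Of the 14 genes that Table 3 lists as hubs, 13 have a row in the count table and 9 had enough reads to be tested. In the 27 tests of these 9 genes in the 3 comparisons, edgeR's quasi-likelihood test called 0, with 2 at an unadjusted p under 0.05. DESeq2 called 0 in the 29 tests to which it gave an adjusted p, and limma voom with quality weights 0 in 27, with 2 and 4 tests at an unadjusted p under 0.05. AASDH, the hub listed for the green module, had 37.4 CPM in the Han BB library W4 and 28.9 CPM in the Dorset library D6, against 7.98 to 15.9 CPM in the other 7 libraries, so its level followed the split of these libraries and not the groups. AAMDC had 20.7 CPM in W4 and 17.4 CPM in D6, against 3.46 to 10.6 CPM in the others.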

Importantly, the hub genes and the lncRNAs in the eight modules that might be useful for sheep breeding are listed in Table 3.

**Figure 4:**
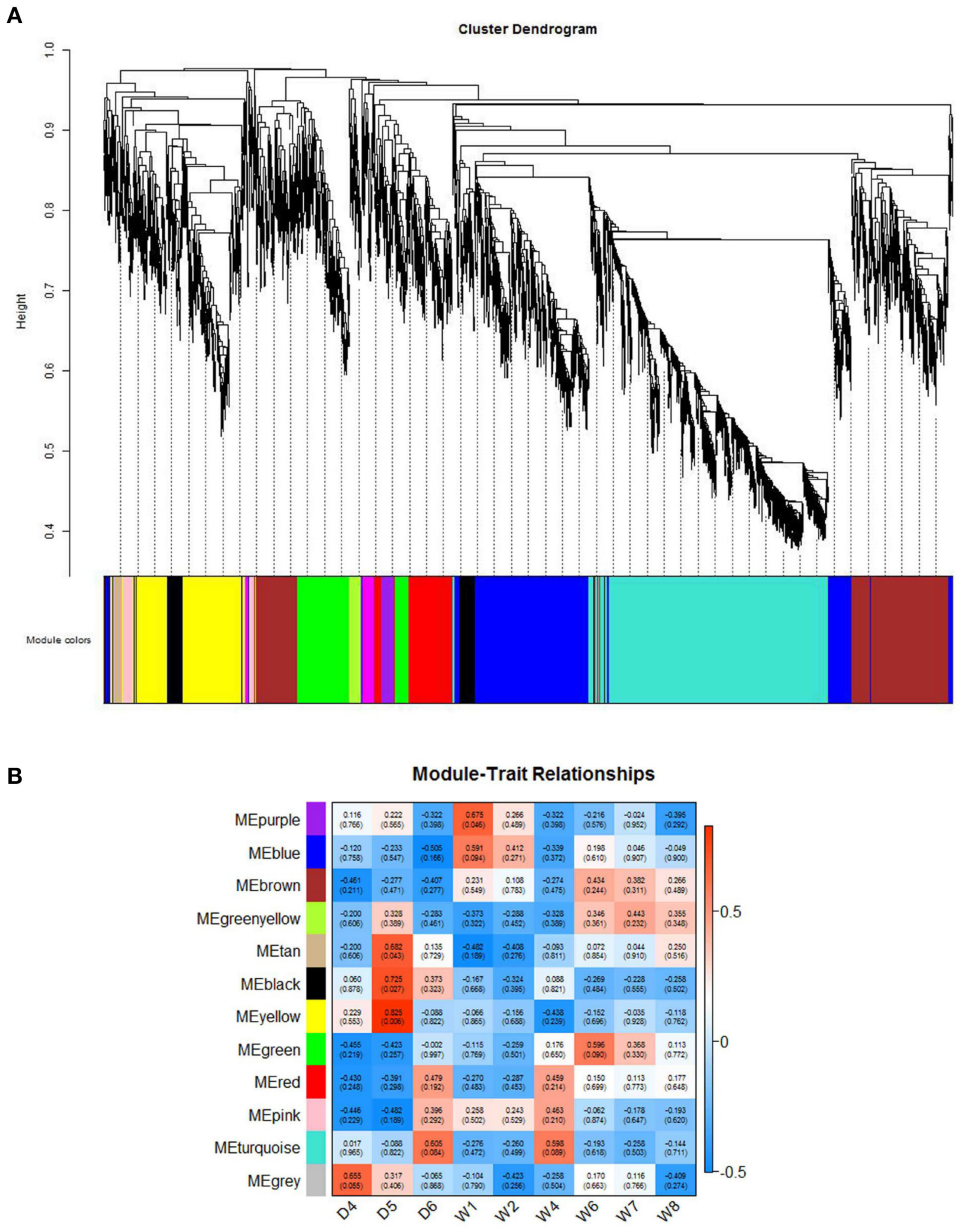
Network analysis of sheep fecundity. **(A)** A hierarchical cluster tree showing the co-expression modules identified using the WGCNA. The modules correspond to the branches and are denoted by colors. **(B)** Heatmap reporting the correlations and the corresponding *p*-values between the modules and the sheep groups. The rows indicate the reported modules, and the columns represent the different sheep groups. The color indicates the level of correlation between the gene co-expression in the sheep group.

**Table 2:** The top 3 GO terms of the methylated genes in each co-expression module.

**Module**	**Top GO terms**	**No. of genes**	***P*-value**	**Enrichment**
Black	GO:0014009: glial cell proliferation	133	0.001042794	59.45112782
	GO:0021782: glial cell development		0.001451638	47.56090226
	GO:0008366: axon ensheathment		0.002460429	33.97207304
Purple	GO:0007276: gamete generation	47	0.002463609	30.58800774
	GO:0034504: protein localization to nucleus		0.00334601	25.88216039
	GO:0006956: complement activation		0.00462532	21.70761839
Blue	GO:0019083: viral transcription	487	3.0267E-27	8.97024289
	GO:0006415: translational termination		1.28824E-26	8.636244484
	GO:0006614: SRP-dependent cotranslational protein targeting to membrane		9.96114E-26	7.961953088
Tan	GO:0051926: negative regulation of calcium ion transport	30	0.000257168	105.4266667
	GO:0060348: bone development		0.001998445	34.00860215
	GO:0007005: mitochondrion organization		0.003218648	26.35666667
Yellow	GO:0035456: response to interferon-beta	342	0.000126457	20.55100715
	GO:0006351: transcription, DNA-templated		0.000172979	1.650612677
	GO:0035455: response to interferon-alpha		0.000233256	16.81446039
Green	GO:0035082: axoneme assembly	169	4.11223E-06	53.47083686
	GO:0001539: cilium or flagellum-dependent cell motility		6.38066E-06	23.39349112
	GO:0030030: cell projection organization		7.99659E-05	6.290686689
Turquoise	GO:0006811: ion transport	540	5.12741E-06	2.129041653
	GO:0007186: G-protein coupled receptor signaling pathway		9.44239E-06	1.764167782
	GO:0007275: multicellular organismal development		6.79523E-05	1.76967006

**Table 3:** The hub genes and the lncRNAs of the 7 modules.

**Module**	**Hub gene name**	**Gene type**	**Description**
Black	AARD	mRNA	Alanine and arginine rich domain containing protein
	LOC101115876	lncRNA	Glycine cleavage system H protein, mitochondrial-like
Purple	ABTB1	mRNA	Ankyrin repeat and BTB (POZ) domain containing 1
	LOC101102687	lncRNA	Ribosomal protein L6 pseudogene
Blue	ABCA9	mRNA	ATP-binding cassette sub-family A member 9
	LOC101102249	lncRNA	Methylthioadenosine phosphorylase pseudogene
Tan	AAMDC	mRNA	Mth938 domain-containing protein
	LOC101108784	lncRNA	60S ribosomal protein L10-like
Yellow	ABCC1	mRNA	Multidrug resistance-associated protein 1
	LOC101102899	lncRNA	Zinc finger protein 709-like
Green	AASDH	mRNA	cDNA FLJ51442, highly similar to Homo sapiens 2-aminoadipic 6-semialdehyde dehydrogenase
	LOC101102556	lncRNA	Putative elongation factor 1-alpha-like 3-like
Turquoise	AADACL2	mRNA	Arylacetamide deacetylase-like 2
	LOC101101914	lncRNA	Small nuclear ribonucleoprotein-associated protein N-like

### Real-time quantitative PCR validation

To validate the RNA-Seq data, 6 methylated genes encoding differentially expressed mRNAs, 2 methylated genes encoding differentially expressed lncRNAs and 4 differentially expressed miRNAs were randomly selected and analyzed via real-time PCR (Figure 5, Table S10). For the methylated genes encoding the differentially expressed mRNAs, the results demonstrated that ankyrin repeat and BTB (POZ) domain containing 1 (ABTB1) were up-regulated and that the glutamate receptor, ionotropic, AMPA 1 (GRIA1), paired box 8 (PAX8), leucine rich colipase-like 1 (LRCOL1), NGFI-A binding protein 2 (NAB2), and LOC101116109 genes were down-regulated in the Han sheep group in comparison to the Dorset group. Additionally, with regard to the lncRNAs, MYH15, and NYAP1 were down-regulated in the Han BB sheep group in comparison to the Dorset group. For the miRNAs, the expression of oar-miR-494-3p, oar-miR-496-5p, oar-miR-376c-3p, and oar-miR-3959-5p showed statistically significant differences between the Han sheep and the Dorset group (*p* < 0.05). These results validated the RNA-Seq data, providing reassurance that the above findings can be trusted.

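The count table holds all 8 mRNAs and lncRNAs of Table S10, and each was examined for both Han groups against Dorset in the edgeR fit. The count of NAB2 was 121 ± 9.12 CPM in Dorset, 69.1 ± 8.76 CPM in Han BB and 71.3 ± 15.2 CPM in Han ++ (SD, n = 3 animals per group), with log2 fold changes of -0.81 and -0.76. NYAP1 was lower in both Han groups, with log2 fold changes of -1.43 (standard error 0.39) and -1.34 (standard error 0.39). MYH15 fell by 1.39 on the log2 scale in Han BB and by 0.46 in Han ++, and GRIA1, on chromosome 5 from 62304643 to 62653616, fell by 1.41 and by 0.44. LRCOL1, on chromosome 17 from 44186294 to 44191177, had 12 to 18 reads per library in Dorset and 63 to 98 in the Han groups. Its log2 fold change was 2.05 (standard error 0.53) in Han BB and 2.13 (standard error 0.54) in Han ++, so the counts were higher in Han. LOC101116109, which the reference names ROPN1 and Table S1 places on chromosome 1 from 186630903 to 186661037, rose from 4.14 ± 1.85 CPM in Dorset to 10.3 ± 2.72 CPM in Han BB and 19.1 ± 3.18 CPM in Han ++ (SD, n = 3). LOC101116109 is marked as down in Tables S1 and S2, with 300 fragments in Dorset and 1 in each Han group. Its log2 fold changes were 1.31 and 2.20, and none of the alternatives turned the sign of this gene or of LRCOL1. Over all 16871 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of the 8 genes in either comparison. DESeq2 called 0 in Han BB and 2 in Han ++, LRCOL1 and LOC101116109, and limma voom with quality weights called 0. At an unadjusted p under 0.05, edgeR gave 6 genes in Han BB and 4 in Han ++. Adjusted over the list alone, 5 of 8 passed in Han BB and 4 of 8 in Han ++, which is not independent evidence because the study chose the list on these animals. Between Han and Dorset, the values of PAX8, ABTB1 and GRIA1 overlapped in both comparisons, and those of MYH15 overlapped in Han ++. The paper reads the qPCR differences as support for its RNA-Seq data and as reassurance about its findings.

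**Figure D2:**
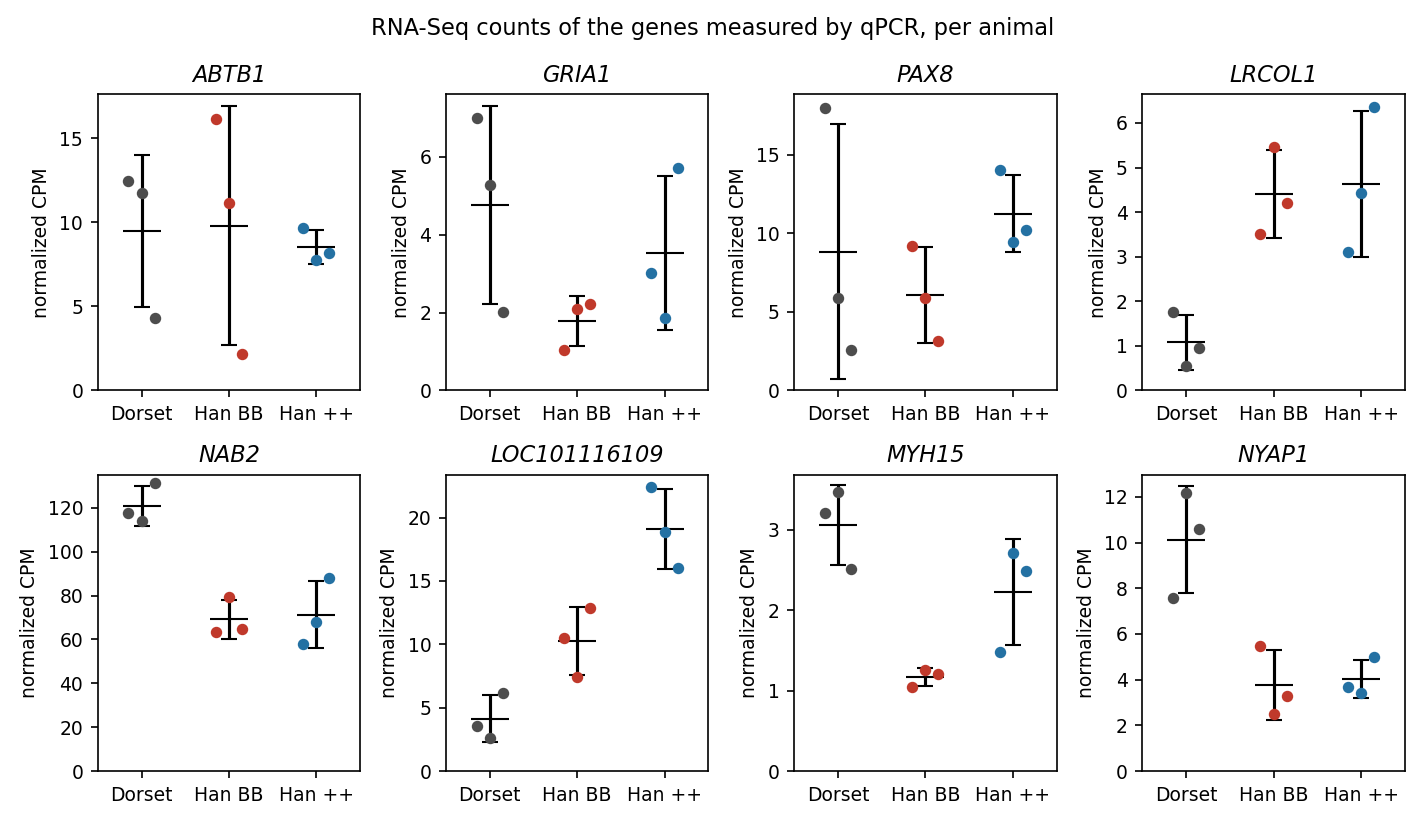
Normalized CPM of the 8 genes measured by qPCR, with 1 point per animal, the group mean as a horizontal bar and the SD as an error bar (n = 3), on a linear axis from 0 in each panel. LRCOL1 and LOC101116109 are higher in the Han animals than in Dorset, NAB2 and NYAP1 are lower, and the Han and Dorset animals overlap for ABTB1, PAX8 and GRIA1.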

**Figure 5:**
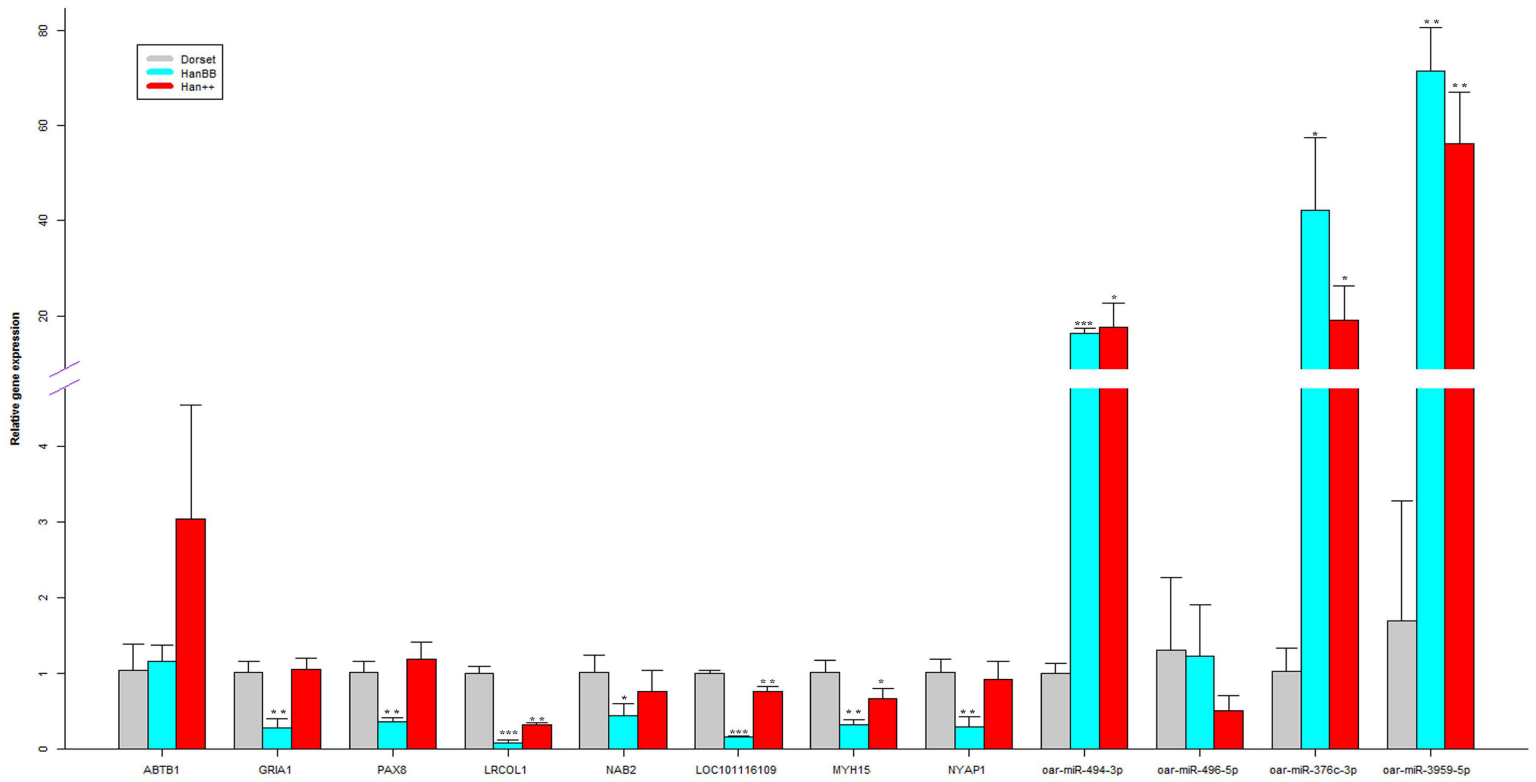
Validation of the RNA-Seq data by real-time quantitative PCR. The relative expression levels of each mRNA and lncRNA were normalized to 18S rRNA, and each miRNA was normalized to 5S rRNA. ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001, respectively.

## Discussion

Sheep fecundity is vital for agriculture but varies in sheep with different genetic backgrounds. Here, we conducted genome-wide analyses to identify miRNAs and methylated genes encoding lncRNAs that were differentially expressed in Dorset sheep and Han BB and Han ++ sheep using RNA-Seq technology. The study is an extension of our previous study, in which we examined the regulatory relationships between lncRNAs, miRNA, and mRNAs in the same 3 groups of sheep. In the current study, we specifically sought to find a relationship between the methylated genes encoding the DEGs and the differentially expressed lncRNAs by generating a co-expression network.

It is already known that the Han BB ewes have a mutation in the BMPR1B gene and display higher ovulation rates, larger oocyte diameters at the earlier stages of follicular development and smaller follicle diameters at ovulation compared to the Han ++ sheep (Reader et al., 2012). The BMPR1B pathway is a well-studied pathway related to sheep fecundity, but even with such studies much still remains unknown about sheep fecundity. This study aimed to take a novel approach to looking at gene dysregulation in sheep with different fecundity.

Through the GO and KEGG analyses, we found that the differentially expressed genes in the Han BB sheep, which have the highest proliferacy of the 3 groups, were involved in metabolism, which was in line with a previous study from our group and from another group (Quintero-Elisea et al., 2011; Miao et al., 2015b). Taking this analysis a step further, we identified not only the methylated DEGs between the Han sheep and the Dorset sheep, but also the differentially expressed miRNAs. One of the miRNAs, rno-miR-34b-3p, is specifically expressed in rat testes (Linsen et al., 2010). In the current study, this miRNA showed differential expression in the Han BB sheep compared with the Dorset group, indicating that this miRNA might distinguish between these 2 breeds and could be associated with sheep fecundity.

Specifically, we utilized an integrative analysis of the mRNAs and miRNAs. Here, we found a number of miRNA-mRNA pairs that might contribute to our understanding the genetic regulation relationship between the regulators. For instance, there was a differential expression of oar-miR-134-3p in the Han ++ sheep in comparison with the Dorset sheep. It is known that oar-miR-134-3p is dysregulated in sheep skeletal muscle (Caiment et al., 2010). Interestingly, our study indicated that PAX8 was negatively correlated to oar-miR-134-3p and, furthermore, was regulated by several other miRNAs. The follicular cells of the thyroid gland require the PAX8 gene, and the rearrangement of PAX8 might be related to thyroid tumors, which is in accordance with the representation of the pathway that PAX8 was mainly involved in thyroid hormone synthesis and thyroid cancer pathways (Mansouri et al., 1998; Nikiforova, 2003). Thyroid hormone synthesis plays a key role in exerting direct stimulatory effects on granulose cell functions, such as steroidogenic enzyme induction (Maruo et al., 1987). Steroidogenic enzymes are associated with the production of ovarian steroids, including 3β-hydroxysteroid dehydrogenase and aromatase, which play a key role in animal prolificacy (Takayama et al., 1996). 

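In the counts, PAX8, on chromosome 3 from 59562331 to 59628078 of the paper's genome build, had 6.08 ± 3.04 CPM in Han BB and 8.83 ± 8.12 CPM in Dorset (SD, n = 3 animals per group). The log2 fold change was -0.52 (standard error 0.62, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is smaller than its error. The Dorset value rested on D4, at 18.0 CPM, against 5.91 CPM in D5 and 2.57 CPM in D6. Without D4 the log2 fold change was 0.52, and with limma's quality weights it was 0.36, so the direction turned in both.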

Here, we found that PAX8 was down-regulated in Han BB sheep compared with Dorset. Taken together, these data suggest that differentially expressed oar-miR-134-3p may play an important role in sheep breeding by regulating thyroid hormone synthesis through PAX8. This finding is worth further exploration and offers a novel pathway that might be important in understanding sheep proliferacy.

Data from our previous study, which provided the basis for this study, and others studies which provided increasing evidence, suggest that lncRNAs play an important role in development (Bao et al., 2013; Li et al., 2015; Miao et al., 2016d). However, genome-wide analyses of the lncRNAs associated with sheep breeding are lacking. Notably, DNA methylation, which is thought to be one of the main anomalous alterations in development, regulates hundreds of thousands of genes. However, there are few studies about the DNA methylation of coding and non-coding genes related to sheep fecundity. Epigenetic silencing of BMPR1B was reported in a subset of glioblastoma cells. A deregulated BMPR1B pathway in a subset of glioblastoma cells contributes to their tumorigenicity by desensitizing the cells to normal differentiation cues and by converting cytostatic signals into pro-proliferative signals (Lee et al., 2008). Clearly, epigenetic regulation of tumor cells through a gene that plays a huge role in sheep fecundity suggests that this type of regulation might also occur in the ovaries of sheep. In the current study, we identified several methylated genes that encode the DEGs and lncRNAs that showed differential expression in the Han sheep in comparison with the Dorset sheep using MeDIP-Seq. We carried out a comprehensive analysis of the methylated genes in relation to the mRNA and lncRNA co-expressions between the high fecundity (Han) and low fecundity (Dorset) sheep in order to identify genes that might distinguish these 2 breeds. Then, a WGCNA was applied to explore the co-expression networks between these 2 sheep breeds, and thus, we identified 8 significant modules associated with the Dorset and Han sheep groups. Our results provide insights for researchers aiming to better understand the mechanism of sheep fecundity and might aid in the selection of sheep with high fecundity.

Compared with the low-fecundity Dorset sheep, 73 methylated genes encoding the DEGs and the differentially expressed lncRNAs were identified in the Han BB group, which has the highest fecundity, and 129 were identified in the Han ++ group (the fecundity rate falls between the Dorset and Han BB), suggesting that DNA methylation is a common regulator of coding and non-coding genes that define these 2 breeds of sheep. As expected, the methylated genes encoding the DEGs in the Han ++ and Han BB groups were significantly involved in the GO terms related to metabolic process, development and cell differentiation, which were important for sheep reproduction. Interestingly, a previous study demonstrated that the regulation of DNA methylation is more vital for regulating lncRNAs compared with protein coding gene expression in cancer development (Liao et al., 2015). Taken together, we hypothesize that the methylated genes encoding the DEGs and the differentially expressed lncRNAs exert an equally important function in sheep breeding.

An integrated analysis of the methylated genes encoding the DEGs and the differentially expressed lncRNAs identified from the Han BB sheep revealed that the lncRNA TTC26 co-expressed with the gene ring finger protein 13 (RNF13), which is demonstrated to be important in cell proliferation (Jin et al., 2011). 

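Over the 9 libraries, the log2 CPM of TTC26 and RNF13 had a Pearson's r of 0.424 (exact permutation p = 0.261) and a Spearman's rho of 0.383 (exact permutation p = 0.313). Without D4 and D5, the libraries farthest from the median of TTC26, r was 0.0799, so the relation rested on those libraries. In the 7 libraries other than W4 and D6, r was 0.383 (exact permutation p = 0.406), and it turned to -0.571 with D4 and D5 also left out. The other part of that split has 2 libraries, too few for a value. Within the 3 Han BB animals, as the network takes it, r was 0.977, under the network's threshold, and within the 3 Dorset animals it was -0.342. RNF13 was at 79.7 ± 2.62 CPM in Han BB and 50.7 ± 6.73 CPM in Dorset (SD, n = 3), a log2 fold change of 0.66. This relation and that of MYH15 with ADAT2 were the 2 examined, and the adjusted p of r over both was 0.261 here.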

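Over the 9 libraries, the log2 CPM of MYH15 and ADAT2 had a Pearson's r of -0.838 (exact permutation p = 0.0125, adjusted p = 0.0249) and a Spearman's rho of -0.833 (exact permutation p = 0.00827, adjusted p = 0.0165), where the adjustment covers the 2 lncRNA and mRNA pairs that were examined. Without W1 and W4, the libraries farthest from the median of MYH15, r was -0.702. In the 7 libraries other than W4 and D6, r was -0.819 (exact permutation p = 0.0395, adjusted p = 0.079) and rho was -0.857 (exact permutation p = 0.0238, adjusted p = 0.0476), and without W1 and W2 r was -0.422. The relation across libraries followed the group means. MYH15 was at 1.17 ± 0.112 CPM in Han BB and 3.07 ± 0.495 CPM in Dorset, and ADAT2 was at 4.77 ± 0.0980 CPM and 2.36 ± 0.213 CPM (SD, n = 3 animals per group). Within the 3 Han BB animals r was 0.00682 and within the 3 Dorset animals it was 0.903.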

More recently, the lncRNA MYH15 encodes a novel myosin in mammalian skeletal muscles and its co-expressed gene, adenosine deaminase, tRNA-specific 2 (ADAT2), is important for RNA editing (Macbeth et al., 2005; Rossi et al., 2010). Our GO functional enrichment analysis showed that MYH15 was obviously involved in tight junction formation, which was previously indicated to play a key role in the regulation of ovarian follicle development and spermatogenesis in zebrafish (Clelland and Kelly, 2010). In addition, for the HanBB sheep, the mean follicular and oocyte diameter of the type 1 follicles is larger, the mitochondria, smooth endoplasmic reticulum and ribosomes have a greater volume, and the surface area of the junctions with the granulosa cells is greater compared with Han++ sheep (Reader et al., 2012). The genes identified in this study that are related to tight junction formation might also be related to the BMPR1B mutation, which is hypothesis that deserves further attention.

Quantitation of the expression by real-time PCR analysis of these lncRNAs in the three sheep groups revealed that TTC26 and MYH15 were down-regulated, suggesting that the methylation of the gene might repress the expression of these lncRNAs. As a result, the methylated genes encoding these lncRNAs might contribute to our further understand of the genetic mechanism associated with sheep breeding.

In addition, the significant modules associated with sheep breeding were also mined using a WGCNA. 

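For the blue module, the hub ABCA9 had 52.0 ± 9.13 CPM in Han BB, 38.5 ± 5.36 CPM in Han ++ and 24.4 ± 3.80 CPM in Dorset (SD, n = 3 animals per group). The log2 fold change of Han BB over Dorset was 1.09 (standard error 0.26, adjusted p = 0.749 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 Han BB values did not overlap the 3 Dorset values, which 10% of genes show by chance. LOC101102249, a gene the reference lists as protein-coding and Table 3 as an lncRNA hub, had 0.401 CPM in W4 and 0.782 CPM in D6, against 2.39 to 5.74 CPM in the other 7 libraries. LOC101102687, also protein-coding in the reference, had 8.70 CPM in W4 and 3.63 CPM in D6, against 0.779 to 1.76 CPM in the others.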

As shown in Figure 4, the modules purple and blue were associated with the Han BB group. Specifically, the GO enrichment of the genes in module purple was mainly involved in gamete generation, which was an important process for breeding. Furthermore, the hub gene of the module in purple was ABTB1 mediating the phosphatase and tensin homolog (PTEN) growth-suppressive signaling pathway, which suppresses tumor cell proliferation and migration (Unoki and Nakamura, 2001). 

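ABTB1 had 9.81 ± 7.09 CPM in Han BB, 8.52 ± 0.992 CPM in Han ++ and 9.51 ± 4.52 CPM in Dorset (SD, n = 3 animals per group). The log2 fold change over Dorset was 0.05 (standard error 0.61) in Han BB and -0.15 (standard error 0.61) in Han ++, with adjusted p values of 0.997 and 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so no difference between the groups was detectable. The lowest values were 2.14 CPM in the Han BB library W4 and 4.30 CPM in the Dorset library D6, and the other 7 libraries lay between 7.74 and 16.1 CPM. With each library left out in turn, the log2 fold change of Han BB lay between -0.51 and 0.51, and its sign turned without W1, W2 or D6.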

More importantly, the methylation of ABTB1 down-regulates or even silences gene expression, and as a result, we hypothesize that methylated ABTB1 may play an important role in sheep breeding, contributing to cell generation and proliferation.

Taken together, this study provides an in-depth view into the methylation of genes encoding the trancriptome of 2 breeds of sheep ovaries, which is an extension of our previous findings. Previously, we provided the first elucidation of sheep fecundity-related miRNAs and lncRNAs (Miao et al., 2016e). Here, we made several important observations. First, in addition to the miRNAs analyzed in our previous study, the methylation of genes encoding differentially expressed mRNAs and lncRNAs was analyzed to study differences between these 2 breeds that might be fecundity-associated molecules. In addition, our previous study provided us with co-expression relationships between the mRNAs, lncRNAs, and miRNAs, which were detected to present a regulatory mechanism of sheep fecundity. The current results suggested that miRNAs might play a key role in sheep prolificacy by regulating target genes related to thyroid hormone synthesis and that methylated genes encoding lncRNAs might be associated with tight junction formation, which could contribute to the high breeding rate in the Han sheep and might be related to the BMPR1B mutation. These findings contribute to a deeper understanding of the differences between Han and Dorset sheep and might be related to sheep prolificacy. We hope that this study can provide the framework for future research to explore differences in miRNAs, lncRNAs, and methylated genes between sheep breeds with different fecundity rates and with the BMPR1B mutation.

## Accession number

The accession number GSE107829 for DNA-Seq data. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE107829. The accession number GSE107935 for RNA-Seq data. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107935..

## Author contributions

XM conceived, designed and performed the experiments and wrote the paper; QL, HZ and XQ performed the experiments. All of the authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

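Ovaries of 9 ewes were measured by RNA-Seq, with 3 Dorset ewes (D4, D5 and D6), 3 Small Tail Han ewes of FecB genotype BB (W1, W2 and W4) and 3 of genotype ++ (W6, W7 and W8). Estrus was synchronized, and the ovaries were taken after the next spontaneous estrus, as the methods describe. The methylation, small RNA and qPCR experiments of the paper were not analysed here, apart from the qPCR values of Table S10, which are set beside the counts in the part on differences.

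The authors aligned the reads to the Oar3.1 genome with TopHat at default settings, kept uniquely mapped reads and deposited raw counts per gene and library, without normalization. The counting program, its strand setting and the versions are not given in the sources used here. Loci with assembly identifiers among the rows show that assembled transcripts had been added to the annotation before counting. The methods describe stranded total RNA libraries with ribosomal RNA removal, and the sample labels describe another Illumina kit. No identifier occurred more than once.

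Total counts ranged from 10803913 in W8 to 20992535 in W7. PCR reads are not independent molecules, and with 3 animals per group the spread between animals (a biological coefficient of variation of 0.472) limits the precision. How this limit compares with that of the depth was not tested. Genes with few reads, such as BMPR1B with at most 8 reads in a library, could not be tested.

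The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The main test was edgeR's quasi-likelihood F-test on 1 fit of all 9 libraries with the group as the only factor, TMM normalization and edgeR's expression filter by group, which left 16871 of 27174 rows. Adjusted p values are Benjamini-Hochberg values over all tested genes. The thresholds, an adjusted p under 0.05 and a fold change above 1.5 or below 0.667, are those of the paper, which used DESeq. The comparisons were Han BB against Dorset, Han ++ against Dorset, Han BB against Han ++, both Han groups against Dorset, and any difference among the 3 groups. CPM are counts scaled to the library total with TMM factors, and errors are SDs over the 3 animals of a group.

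The sample mapping, the tests and the alternatives were fixed before the data were examined, except where a result is said to have been chosen later. The alternatives were DESeq2's size factors in edgeR, DESeq2 itself, no filter on low counts, a filter of 1 CPM in 3 libraries, fits of 2 groups only, no fold change threshold, limma voom with quality weights, and leaving out each of the 9 libraries in turn. Chosen after the data had been seen were a term for the split of W4 and D6 from the other 7 libraries, leaving these 2 libraries out, and counting the assembled loci as noncoding.

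The genes named in the text follow a rule fixed in advance, with the values in the paper's tables already seen. They are the genes that the paper names for expression, network degree, hub role or fecundity, and for each pairwise comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among those past the threshold whose groups do not overlap. The last part named 1 gene, ROPN1L. Other genes were named after their values were seen, and are said to be.

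Gene names were matched to an annotation table of the assembly ARS-UI_Ramb_v3.0 for 18591 identifiers, 17474 by symbol, 1057 by gene number and 60 by an older symbol. That assembly is not the one of the counts, so it served for names and gene types only, and positions are those printed in the paper's tables. Noncoding genes were those the reference lists as lncRNA and, for unmatched genes, those typed as noncoding in Tables S1 to S3. Transfer RNA genes were not counted among them.

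10 gene lists were written in advance and tested for the 3 pairwise contrasts and for Han against Dorset with limma's camera on voom values at a preset correlation of 0.01. They cover ciliated epithelium, oviduct secretory cells, luteal, granulosa and theca cells, oocytes, immune cells, smooth muscle, ribosomal proteins and mitochondrial complex I. limma's fry and camera with an estimated correlation were alternatives. The lists were matched to the count table by its own gene names, under which TEKT1, MUC16, CYP19A1, FIGLA, SOHLH1 and CD163 have no row.

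The networks used Pearson's r of at least 0.99 over the 3 animals of a group, on log2 CPM with a prior count of 0.5, between the lncRNAs and mRNAs that Tables S7 and S8 list. The alternatives were the absolute value of r, CPM without the log, a prior count of 2 and DESeq2's size factors. WGCNA modules and the GO and KEGG enrichments were not recomputed, because the module members and the gene sets were not used here.

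The tests were tried on simulated counts for Han ++ against Dorset, with 200 genes changed by a known fold. Among 16345 genes with 4-fold changes, edgeR recovered 54% of the changed genes with 2 unchanged genes called, DESeq2 79% with 45 and limma 50.5% with 2. Among 16336 genes with 16-fold changes, edgeR recovered 99.5% with 10 unchanged genes called, DESeq2 99.5% with 70 and limma 93% with 10. In the comparison simulated without change in the same counts, edgeR and limma called 0 genes, and DESeq2 called 14 and 11 in the 2 simulations.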

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

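The test on OVGP1, the test with a term for the split of libraries W4 and D6 and the values with those libraries left out were chosen only after the result was seen, and the other tests were written before.

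ROPN1L, which the text of the paper does not discuss, was the only gene past the threshold in edgeR in any of the 5 comparisons. Its log2 fold change in Han ++ over Dorset was 2.71, with an adjusted p of 0.0446. The log2 fold change of ROPN1L lay between 2.56 and 2.89 over all alternatives. The adjusted p of ROPN1L was 0.0713 when only these 2 groups were fitted, 0.0563 in limma with quality weights and 0.0127 without the Han BB library W4, and it was between 0.116 and 0.468 without any other single library. It was 1.40e-11 in DESeq2, the lowest of all alternatives, 0.012 with a term for the split and 0.0174 without W4 and D6. Of the 10 splits of these 6 animals into 3 and 3, only the real one, 1 of 10, gave a gene past the threshold, but with 10 splits the share is never under 0.1, so chance could not be excluded.

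The 19 genes on the ciliated epithelium list that were tested, of 20 listed, were all higher in the Han libraries than in Dorset, with a median log2 fold change of 0.90 (adjusted p = 8.36e-07 from camera, 0.395 from fry and 0.341 with an estimated correlation). The paper lists axoneme and cilium terms for its green module in Table 2, and its text does not name cilia as differing between the breeds. Of these genes, 16 are in Table S2 and 16 in the rows held of Table S1. All 16 are marked as lower in Han in each table, opposite to the counts. With each library left out in turn the adjusted p from camera stayed between 3.2e-10 and 0.00107, and the median log2 fold change of the ciliated epithelium list went down to 0.23 without W4. In Han BB against Dorset alone the list had a median of 0.80 (adjusted p = 0.000796), which went down to -0.22 without W4, where the adjusted p was 0.461, and the adjusted p was 0.0604 without D5. In Han ++ against Dorset all 19 were higher, with a median of 0.79 (adjusted p = 1.17e-08), and with each library left out the adjusted p stayed between 1.93e-14 and 0.000128 and the median went down to 0.56 without W6. In Han BB against Han ++ the median was -0.14 (adjusted p = 0.000519), and 8 of 19 were higher. With each library left out that adjusted p lay between 9.68e-14 and 0.476, and was above 0.05 without W1 (0.053), W2 (0.476) or W6 (0.0577). None of these pairwise results passed under fry or an estimated correlation. All 19 genes also had reads in the Dorset ovaries, and 0 of them are on another list or in Tables S7 to S9. The most abundant were DNAH5, at 141 CPM in Han and 55.8 CPM in Dorset, and TPPP3, at 137 and 67.9 CPM. The oviduct secretory list moved the same way, with a median log2 fold change of 0.84 and 8 of 9 genes higher (adjusted p = 4.52e-05 from camera). The mean list score of the ciliated genes was -1.01 in D4, -1.08 in D5 and 0.327 in D6, and in Han it ranged from -0.654 in W2 to 1.14 in W4, so the groups overlap.

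Values argue against 3 technical explanations as the whole of this difference. With the split of W4 and D6 as a term, the adjusted p of the list from camera was 3.89e-15 and from fry 0.0208. That term sets only W4 and D6 apart. It leaves unmodeled the spread of the other libraries on the first principal component, from -32.4 in W7 to 118 in D4. The result therefore speaks to those 2 libraries and not to the whole component. After all libraries were thinned to the total of the smallest, 106% of the difference was left, which argues against library size. The median of the list was at percentile 100 among 10000 random lists matched on expression and gene length, whose medians had a 95% range from -0.19 to 0.18, which argues against gene length.

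Chance stays open. A difference in the list score as large as that between Han and Dorset was found in 13 of the 84 splits of the 9 animals into 6 and 3 (two-sided exact permutation p = 0.155, adjusted p = 0.298 over 10 lists). For the oviduct secretory list only the real split was as large (1 of 84, exact permutation p = 0.0119, adjusted p = 0.119). A candidate explanation is oviduct tissue on some of the ovaries. The oviduct glycoprotein OVGP1, the most abundant gene of the secretory list, had a log2 fold change of 1.17, from 523 CPM in Dorset to 1193 CPM in Han, and TFF3 of the same list had 3.26, from 0.706 to 7.45 CPM. Reads of OVGP1 could be shared with a second row, LOC101113807, which the reference also names OVGP1. A loss of other cells in Han that raises every epithelial list alike cannot be told apart from the rest, because the score of the immune list minus that of the granulosa list was higher in Han by 0.911, within what the splits of 9 animals give (exact permutation p = 0.131). A difference between the ovaries of the 2 breeds is also open, as untested.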

How the results depend on the processing

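The results with the split term, without W4 and D6 (7 libraries) and with assembled loci counted as noncoding were chosen only after the result was seen, and the other alternatives were set in advance.

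The counts of differentially expressed genes stayed at the same value with DESeq2's size factors in edgeR, with a filter of 1 CPM in 3 libraries and, except for any group, where it was not run, without the fold change threshold. DESeq2 called 38 genes in Han BB against Dorset, 65 in Han ++ against Dorset, 2 in Han BB against Han ++, 88 in Han against Dorset, 59 for any group and 16 in both Han groups against Dorset. Without the filter on low counts, edgeR called 2, 11, 0, 6, 4 and 2. In Han ++ against Dorset the fit of these 2 groups only and limma with quality weights called 0, with 892 and 1650 genes at an unadjusted p under 0.05. In Han BB against Han ++ limma called 2, of which 1 was noncoding. With the split term edgeR called 1, 78, 0, 71, 16 and 1, and in 7 libraries 2, 22, 0, 6, 5 and 2. DESeq2 and the split term shared 1 gene in Han BB, 29 in Han ++ and 35 in Han against Dorset. With each library left out in turn, the counts lay between 0 and 1 in Han BB, 0 and 5 in Han ++, 0 and 4 in Han against Dorset, 0 and 3 for any group and 0 and 1 in both Han groups, and were 0 throughout in Han BB against Han ++. The highest values were without W4, where edgeR called LOC101107996 in Han BB, and LOC101107996, ROPN1L, TFF3, LRRC23 and TRNAD-GUC.7 in Han ++, genes named after their values were seen. In Han ++ the count was 0 with any library but W4 left out, and for any group it was 3 without W4 and 1 without W8. The cause was not tested. The biological coefficient of variation fell from 0.472 to 0.360 with the split term.

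Other splits of the animals were run with edgeR at the settings of the main test only. Where the real split gave 0 calls, every split gives at least as many (84 of 84 in Han against Dorset, 100 of 100 drawn for any group, 10 of 10 in Han BB against Dorset and 10 of 10 in Han BB against Han ++), so these shares decide nothing. In Han ++ against Dorset 1 of 10 splits gave as many calls, where no share can be under 0.1, so chance could not be excluded for the 1 call. At an unadjusted p under 0.05, 16 of the 84 splits gave as many genes as the real 1033 in Han against Dorset, and 39 of the 100 gave at least the 665 for any group, so chance could not be excluded for these numbers. DESeq2 called more genes than simulated groups without change gave, with 38 against at most 22 in Han BB, 65 against at most 20 in Han ++ and 16 against at most 3 in both. The simulation drew each gene independently and held no split of libraries. At an unadjusted p under 0.05, edgeR gave 690 to 819 genes in simulated Han BB against Dorset. Over the 10 splits of those animals it gave 135 to 5159. DESeq2 was not run on the splits, so its excess does not exclude chance. A split of W1, W2 and D4 from W4, D5 and D6, which follows the difference of W4 and D6 from the other libraries, gave 2350 calls, and the real split with a term for that difference gave 1.

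In the 3 pairwise comparisons the number of genes called from the noncoding set, 84 genes in the main test, stayed at 0 in every alternative, that with assembled loci included, except limma in Han BB against Han ++, which called 1 gene, LOC101107743. The set holds no transfer RNA genes, of which TRNAD-GUC.7 was called in both Han groups by DESeq2, without the filter on low counts, with the split term and in 7 libraries. Genes of the noncoding set were not counted for both Han groups together against Dorset, where DESeq2 called LOC101107743 and 1 assembled locus, XLOC_042324. The cause was not tested.

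Of the 8 qPCR genes in Han ++ against Dorset, DESeq2 called 2, the split term 1 and the fit of 7 libraries 1, and in the other alternatives and in Han BB 0 were called. The log2 fold change of ABTB1 in Han BB over Dorset turned to -0.18 with the split term and lay between -0.51 and 0.51 with each library left out, below 0 without W1 (-0.51), W2 (-0.037) or D6 (-0.30). In Han ++ that of ABTB1 lay between -0.50 and 0.078, above 0 without D4 (0.078) or D5 (0.046). That of PAX8 in Han BB turned to 0.36 in limma with quality weights and lay between -0.94 and 0.52 with each library left out, above 0 without D4 (0.52). In Han ++ the log2 fold change of PAX8 was -0.0554 in 7 libraries and lay between -0.064 and 1.40, below 0 without D6. The cause was not tested. The log2 fold changes of the other 6 qPCR genes, TTC26, RNF13, ADAT2 and ROPN1L kept their sign in every alternative run on them.

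For the lists in Han against Dorset, the 9 adjusted p values under 0.05 from camera were all above it under fry and under an estimated correlation. Under fry it was 0.395 for ciliated epithelium, 0.219 for oviduct secretory, 0.324 for granulosa, 0.324 for theca, 0.219 for oocyte, 0.44 for immune cell, 0.324 for smooth muscle, 0.708 for ribosomal protein and 0.747 for complex I genes. With an estimated correlation it was 0.341, 0.231, 0.33, 0.341, 0.33, 0.384, 0.341, 0.657 and 0.712 in the same order. These tests take the correlation between the genes of a list from the data, where camera used the preset value of 0.01. Without the filter on low counts immune cell markers had 0.0553. With the split term immune cell markers had 0.116, ribosomal protein genes 0.0884 and complex I genes 0.334. With each library left out in turn, luteal markers lay between 0.0348 (without D4) and 0.965, granulosa markers between 0.0103 and 0.318, theca markers between 0.0174 and 0.212, immune cell markers between 0.00128 and 0.268, ribosomal protein genes between 5.91e-13 and 0.303, and complex I genes between 6.49e-06 and 0.805. Apart from luteal markers, the highest of each was without D5 or D6. The adjusted p passed 0.05 without W4 (0.0883), D5 or D6 (0.0596) for granulosa, without W4 (0.128), W6 (0.0859), D4 (0.0629), D5 or D6 (0.0731) for theca, without W1 (0.149), W7 (0.0647), D5 or D6 (0.121) for immune cell, without D5 (0.242) or D6 for ribosomal protein and without W1 (0.149), W2 (0.261), W6 (0.0538), D5 (0.464) or D6 for complex I genes. The cause was not tested. Of the 30 pairwise list results, 16 passed under camera and 0 under fry or an estimated correlation.

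With the sign of r ignored, the number of network pairs rose to 15 in Han BB and 20 in Dorset for Table S7, and to 63 in Han ++ and 53 in Dorset for Table S8, as the wider criterion implies. With CPM without the log, a prior count of 2 or DESeq2's size factors the 4 numbers stayed within 1.5 times.

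No paired analysis was possible because the animal labels of the groups share at most 1 number. Single outlying values within the groups of 3 were not tested. The depth limits genes such as BMPR1B, AARD and BMP15, whose counts were too low to be tested.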

Differences from the paper's values

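The alternatives named here were set before the data were examined, with the exception of the split term and the fits without W4 and D6, which were chosen only after the result was seen.

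The paper reports 2511 differentially expressed genes in Han BB against Dorset, 1280 in Han ++ against Dorset and 2241 in Han BB against Han ++, and edgeR called 0, 1 and 0. The fragments in Tables S1 and S2 are given in 1 column per group, beside columns named DorsetM and HansheepM, and not per animal. How single animals entered the paper's test is therefore not shown, and the numbers may not rest on like replicates. None of the 16 alternatives reached the paper's numbers. Their counts lay between 0 and 38, between 0 and 65 and between 0 and 2, with DESeq2 giving the highest of each, together with limma in the last. At an unadjusted p under 0.05 edgeR gave 842, 889 and 332 genes, and limma voom with quality weights gave 1935, 1650 and 1225. The split term, chosen after the values were seen, gave 1, 78 and 0.

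For lncRNAs the paper reports 138 as differentially expressed in both Han groups against Dorset, set here beside each group, and 106 between the Han groups, and edgeR called 0, 0 and 0 of 84 noncoding genes, with 5, 7 and 1 at an unadjusted p under 0.05. None of the 16 alternatives came within the paper's numbers, with DESeq2 at 0, 0 and 0 and limma at 0, 0 and 1. The set holds 84 tested genes of 124 in the count table, fewer than 138, so its size limits this comparison. Table S2, held in full, has 44 noncoding rows.

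The qPCR values are those of Table S10. Of the 16 pairs of a qPCR value (relative to Dorset, errors as SD) and a fold change in the counts, 6 differed, by more than the larger SD and more than 1.5-fold. Counted apart from that, 10 of the 16 lay on the same side of 1. NYAP1 in Han ++ is among these 10 although it differed, and GRIA1 in Han ++, at 1.0513 in the paper and 0.737 in the counts, lay on opposite sides without differing by this rule. ABTB1 in Han ++ was 3.0443 in the paper and 0.899 in the counts. LRCOL1 was 0.0837 in Han BB and 0.3169 in Han ++ in the paper, and 4.15 and 4.36 in the counts. LOC101116109 was 0.1645 and 0.7581 in the paper, and 2.48 and 4.61 in the counts. NYAP1 in Han ++ was 0.9250 in the paper and 0.396 in the counts. None of the 15 alternatives brought any of these 6 within the paper's value. The 2 genes that DESeq2 called on this list, LRCOL1 and LOC101116109 in Han ++, were called in the direction opposite to the paper's.

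The degree of TTC26 in Han BB at r of at least 0.99 is 7 in the paper and was 0 here, and none of the 4 network alternatives closed the gap. The degree of MYH15 in Dorset is 7 in the paper and was 3 here, and none of the 4 closed it. For NYAP1 the paper gives 7 in Han ++ and 5 in Dorset, and 3 and 3 were found. The value in Han ++ came within the paper's with the absolute value of r (7) and with CPM without the log (5), and not with a prior count of 2 or DESeq2's size factors. The value in Dorset came within the paper's with CPM without the log, a prior count of 2 and DESeq2's size factors, and not with the absolute value of r.

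The paper names NYAP1 as the lncRNA of the largest degree in Han ++ against Dorset, where TTC26 had the most partners in Han ++ here, 9. In Han BB the paper names TTC26 and MYH15, and MYH15 had the most here, 4. The paper describes TTC26 as lower in Han by qPCR, while the log2 fold change in the counts was 0.84 in Han BB and 0.99 in Han ++. In the fragments listed in the paper's Table S2, ROPN1L has 145 in Dorset and 15 in Han ++ and is marked as down, while the counts gave a log2 fold change of 2.71. Of the ciliated epithelium list, 16 genes are in the part of the paper's Table S1 that was held (1575 of 2509 rows in the file) and 16 in Table S2 (1278 rows). All 16 are marked as lower in Han in each table, and all 16 were higher in Han in the counts in each comparison. Of the oviduct secretory list, 5 and 7 genes were in the same tables, all marked as lower, and all were higher in the counts. The paper describes ABTB1 as up-regulated in Han by qPCR, where the log2 fold change in the counts was 0.05 in Han BB and -0.15 in Han ++. Among the qPCR genes that the paper describes as lower in Han, NAB2, GRIA1, MYH15 and NYAP1 were lower in the counts in both Han groups, and PAX8 was lower in Han BB (-0.52) and higher in Han ++ (0.36). For PAX8 in Han ++ the qPCR value in the paper's Table S10 is 1.181 and the fold in the counts was 1.29, so these did not differ.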

Other observations

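The tests of breed, of gene length and of a few abundant genes for the split of W4 and D6 and the comparison with Tables S1 to S3 were chosen only after the result was seen, and the other tests were written before.

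The first principal component of the 9 libraries had W4 (Han BB) and D6 (Dorset) at one end, apart from the other 7 libraries. Those 7 were not alike on it, and ranged from -32.4 in W7 to 74.9 in W8 and 118 in D4. With the split as the only contrast beside the groups, 2235 genes were higher and 1950 lower in W4 and D6 at an adjusted p under 0.05. Of the 84 splits of the 9 animals into 6 and 3, the one with D5 beside W4 and D6 gave the most calls, 1621, where the real split into Han and Dorset gave 0. The 7 splits with W4 and D6 together in the group of 3 had a median of 3700 genes at an unadjusted p under 0.05, against 1033 for Han and Dorset. Among the genes of the mitochondrial genome, ND6 rose with the split by 3.53 on the log2 scale, at 754 CPM in W4 and 1041 CPM in D6 against 48.3 to 109 CPM in the others, while the other mitochondrial genes lay between -0.98 and 1.32. The 224 tested pseudogenes had a median of -1.09. ND6 and the pseudogenes were singled out after their values were seen.

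Several explanations are argued against as the whole cause of the split. Breed or genotype does not account for it, since W4 and D6 differ in both. Their rank correlation exceeded that of either with its own group by 0.0291, which restates how the split was seen and is no separate test. After thinning to equal totals this excess was 0.029, so library size does not account for it. A few genes taking most of the counts would scale the other genes of a library by a common factor, which leaves their ranks unchanged. The rank excess of 0.0291 therefore argues against such a factor as the whole cause. Without the 100 most abundant genes the excess was 0.0296, but leaving out so few genes could hardly move it, so this adds no separate evidence. The 100 most abundant genes of each library held the lowest shares of the counts in D6 (19.2%) and W4 (19.9%), against 21.2 to 37.1% in the others. The split difference had a Spearman's rho of 0.274 with gene length. After the trend with gene length was removed from each library, 70.3% of the genes past the threshold for the split stayed past it (2604 of 3702, among 13595 genes with a length). Length bias is therefore not the whole cause, but a part of the split goes with gene length. A swap of the W4 and D6 labels would put W4 on the Dorset side. Of the 198 leading genes of Han against Dorset in the other 7 libraries, 87.4% had W4 on the Han side of D6. On a scale of these genes from 0 at the Dorset mean to 100 at the Han mean of the other 7 libraries, W4 was at 117 and D6 at 68.9. D6 thus lay nearer the Han mean than the Dorset mean. Because the test only sets W4 against D6, it does not address a wrong label on D6 alone.

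RNA of 1 animal in both W4 and D6 was examined. Their counts differed by a chi-square per degree of freedom of 41.4, the lowest of all pairs. The next was 46.1, for W2 and W8 of different groups, and the closest pair within a group had 60.1. The 41.4 is far more than sampling noise, although noise from library preparation was not measured. W4 lay on the Han side of D6 in 87.4% of the 198 leading genes of Han against Dorset in the other 7 libraries. These genes were chosen by 1 contrast and can vary together, so the 87.4% is not a share of independent genes. Samples of 1 ovary with unlike mixes of cells could also lean 1 way on them. The values therefore do not decide whether 1 animal is in both. No genotypes were analysed here. Other explanations stay open as well. Counting that treats the strand differently cannot be told apart from the rest. The less abundant genes of 12 pairs on opposite strands were lowered more in W4 and D6 than other genes, with mean log2 fold changes of -1.28 and -0.34 (permutation p = 0.0208). Only 16.4% of the tested genes had a strand. Another mix of cell types could contribute, since the ciliated epithelium list was higher in W4 and D6 with a median of 1.88 (adjusted p = 9.36e-08 from camera and 0.0279 from fry). The ribosomal protein genes, which every cell uses, had a median of -0.64 (adjusted p = 2.10e-08 from camera), but did not pass under fry (0.0878). The complex I genes had a median of -0.77 (adjusted p = 2.46e-06 from camera and 0.0878 from fry). Neither the labels nor the paper gives a batch or a kit for single libraries, so a difference in library preparation was not tested. A difference between these ewes, such as in the stage of the ovary, is open too, as untested.

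1 gene, LOC101101865, had the most reads over the 9 libraries together, and was the most abundant gene in 5 of them. It is listed in the paper's tables on chromosome 2 from 111817048 to 111819988 of Oar3.1. It took 14.9% of the counts in D4 and 0.0107% in D6, a 1384-fold range, and D6 and W4 were the lowest libraries. D4, with the highest share, also lay highest on the first principal component, at 118. Whether the share goes with that component was not tested. A difference in library size may be related to the share. Across the 9 libraries the share had a Spearman's rho of -0.567 with the library total (exact permutation p = 0.121) and a Pearson's r of -0.485 (exact permutation p = 0.184), but without W8 and D4 r was 0.0581, so the relation rested on those libraries. In the 7 libraries other than W4 and D6, rho was -0.929 (exact permutation p = 0.00675) and r was -0.824 (exact permutation p = 0.0248), with r at -0.607 without W8 and D4, and the other part of the split has 2 libraries, too few for a value. It was the 1 relation examined for this gene, so the p values are not adjusted. A difference between the breeds cannot be told apart from chance (exact permutation p = 0.94). The paper's Table S1 lists 2 fragments of this gene in Dorset and 69 in Han BB.

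The values of Tables S1 to S3 differ from the deposited counts. The highest rank correlation across genes of a column of fragments in the paper's Tables S1 and S2 with a deposited library or group sum was 0.749, for the Dorset column of Table S2, where the deposited libraries had between 0.711 and 0.928 with each other, with a median of 0.850. The value lies within the range of the libraries and under their median, and for 9 of the 10 columns the highest correlation was below that of the least similar pair of libraries on the same genes. Genes are not independent replicates, so this describes the tables. Of the tested genes held of Table S1, 738 of 1355 (54.5%) had the direction of the table, of Table S2 420 of 1135 (37.0%) and of Table S3 699 of 1431 (48.8%). Among genes at an unadjusted p under 0.05 in edgeR, 92 of 145 had the direction of Table S1, 44 of 191 that of Table S2 and 23 of 48 that of Table S3. The genes of Tables S7 and S8 all had the direction of the counts (63 of 63 and 111 of 111). Of the 12 genes that the held rows of Table S1 share with Table S7, 9 have the same direction in both, and of the 31 that Table S2 shares with Table S8, 9 do. This is consistent with Tables S1 to S3 having been made from other libraries, or from other counts of them, than those deposited, and the tables do not separate these. No biological explanation was tested.

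For the other gene lists in all Han libraries together against Dorset, camera gave adjusted p values of 0.0298 for granulosa markers (median log2 fold change -0.75), 0.0441 for theca markers (-0.68), 0.00122 for oocyte markers (-0.64), 0.032 for immune cell markers (0.27), 0.000847 for smooth muscle markers (-0.52), 0.00121 for ribosomal protein genes (0.14), 0.032 for complex I genes (0.10) and 0.754 for luteal markers, whose median was -0.07 while camera gave them a direction of up. Several of these did not hold in each Han group. In Han ++ against Dorset the adjusted p was 0.705 for granulosa markers (median -0.08), 0.135 for theca markers (-0.43), 0.0617 for immune cell markers (0.26), 0.248 for ribosomal protein genes (-0.0011) and 0.107 for complex I genes (0.076), and in Han BB against Dorset it was 0.184 for oocyte markers (-0.25). With single libraries left out, it came under 0.05 in Han ++ for theca markers without W7 (0.0322), for immune cell markers without W8 (0.0226) or D4 (0.00387), for ribosomal protein genes without D4 (1.68e-06) and for complex I genes without W4 (0.0408) or D4 (0.00016), and in Han BB for oocyte markers without W1 (0.0214) or W8 (0.0454). The adjusted p rose above 0.05 in Han ++ for smooth muscle markers without W6 (0.278), D5 (0.231) or D6 (0.0823). In Han BB it did so for theca markers without W4 (0.197), D5 (0.127) or D6 (0.0711). For immune cell markers in Han BB it did so without W1 (0.428), D5 (0.231) or D6 (0.146). Of the 10 oocyte genes in the counts, 2 are among the genes of Tables S7 to S9, and the luteal and theca lists share 1 gene. Between Han BB and Han ++, granulosa markers had a median of -0.63 (adjusted p = 0.000847), oocyte markers 0.79 (adjusted p = 0.00232) and ribosomal protein genes 0.26 (adjusted p = 0.000435). For the ribosomal protein genes the adjusted p was 0.473 without W1 and 0.0573 without W2. For the oocyte markers the adjusted p was 0.18 without W1 and 0.307 without W7, and the median went down to 0.17 without W4. None of these passed under fry or an estimated correlation.

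All 7 mRNAs that Table 3 names as hubs have symbols that start with AA or AB, as do 107 of the 16562 named genes in the count table (0.646%). Of the 7 hubs listed as lncRNAs, the reference lists 2 as protein-coding and 2 as pseudogenes, and 3 were not matched.

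Of the other genes the paper names for fecundity, GDF9 had log2 fold changes of -0.04 in Han BB and -0.43 in Han ++ against Dorset, and BMP15 had 0 to 15 reads per library, too few to be tested.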
